# Unraveling multifaceted contributions of small regulatory RNAs to photomorphogenic development in *Arabidopsis*

**DOI:** 10.1186/s12864-017-3937-6

**Published:** 2017-07-24

**Authors:** Meng-Chun Lin, Huang-Lung Tsai, Sim-Lin Lim, Shih-Tong Jeng, Shu-Hsing Wu

**Keywords:** Light, Small regulatory RNA, Post-transcriptional regulation, Photomorphogenesis

## Abstract

**Background:**

Post-transcriptional control of gene expression mediated by small regulatory RNAs (sRNAs) is vital for growth and development of diverse organisms. The biogenesis of sRNAs is regulated by both positive and negative regulators known to regulate photomorphogenic development. Two microRNAs (miRNAs), miR157 and miR319, also regulate photomorphogenesis. However, genome-wide profiling of sRNAs and their regulation of target genes during photomorphogenesis has been missing. We provide a comprehensive view of sRNA-controlled gene expression in this developmental process.

**Results:**

By profiling sRNAs and the 5′ ends of degraded mRNAs during the first 24 h of photomorphogenic development in *Arabidopsis*, we identified 335 sRNA-mediated mRNA cleavage events in de-etiolating seedlings. These cleavage events are primarily resulted from actions of highly expressed miRNAs and irrelevant to the abundance of target mRNAs. In the light, the expression of the slicer protein gene *ARGONAUTE1* in the miRNA functioning pathway could be fine-tuned by miRNA168a/b. We also found that miR396a/b positively regulates de-etiolation by suppressing *GROWTH REGULATING FACTOR*s. Our results suggest that the miRNAs are required to tune down the target mRNAs and regulate photomorphogenesis.

**Conclusion:**

sRNAs may have a broad impact on gene expression regulation for optimized photomorphogenic development. With both positive and negative regulators under the control of sRNAs, young *Arabidopsis* seedlings can have a timely but not exaggerated developmental adaptation to light.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3937-6) contains supplementary material, which is available to authorized users.

## Background

Plants have evolved a plethora of morphological alterations to adapt to their surroundings. Photomorphogenesis, or de-etiolation, is one such process when seedlings first experience light irradiation. The rate of hypocotyl elongation decreases in seedlings under light exposure, which allows for the formation of firm structural support for seedlings emerging from the soil surface. Also, the cotyledons open and expand to maximize the area of light perception and to expose the shoot apical meristem for the development of true leaves. Light also triggers the development of chloroplasts for photosynthesis so that plants can utilize light energy for autotrophic growth and development [1–3].

In *Arabidopsis*, photomorphogenesis is under the control of at least three types of photoreceptors, including the red (R)–far-red (FR) light photoreceptor phytochromes (phys), blue light (B) photoreceptor cryptochromes (crys) and the UV-B photoreceptor, UVR8 [3–8]. The perceived light signals trigger signaling cascades that reprogram gene expression for photomorphogenic development. Transcriptional profiling for *Arabidopsis* seedlings exposed to B, FR, R light and the light–dark transition have revealed differential expression of approximately one-third of the genome [9]. The light-regulated genome-wide transcriptomic adjustment requires the actions of transcription factors. One of the most well-characterized transcription factors conveying light signals to changes of gene expression is ELONGATED-HYPOCOTYL 5 (HY5). HY5 is a light-regulated bZIP transcription factor that upregulates the expression of many light-responsive genes during de-etiolation [10]. In addition to activating transcription, light also enhances the translational efficiency of thousands of genes, especially those committed to the translation apparatus and chloroplast functions [11, 12].

Plant small regulatory RNAs (sRNAs) are 20 to 24 nt long and can be classified into microRNAs (miRNAs) and small interfering RNAs (siRNAs) primarily according to different modes of biogenesis. MiRNAs originate from stem-loop structures of primary transcripts, and siRNAs are mostly derived from double-stranded RNAs [13]. Phased siRNAs (phasiRNAs) are a special group of siRNAs generated from mRNAs cleaved by 22-nt miRNAs or siRNAs [14–16]. Plant miRNAs can mediate the cleavage or translation inhibition of target mRNAs, whereas siRNAs function via RNA-dependent DNA methylation (RdDM) for transcriptional gene silencing or post-transcriptional target mRNA cleavage [17–22].

Previous studies have implied that sRNAs are involved in gene expression regulation during de-etiolation. Mutants defective in genes for miRNA biogenesis and functions have altered light responses. For example, in *Arabidopsis*, light hypersensitive phenotypes have been observed to carry mutations in the miRNA processor HYPONASTIC LEAVES 1 (HYL1), the sRNA methyltransferase HUA ENHANCER1 (HEN1), the sRNA transporter HASTY (HST), and the slicer protein ARGONAUTE1 (AGO1) [23–25]. A negative regulator of photomorphogenesis, CONSTITUTIVE PHOTOMORPHOGENESIS 1 (COP1), can protect HYL1 against degradation, thereby leading to a stabilized miRNA pool [26]. Transcripts of the positive regulator HY5 and negative regulator TEOSINTE BRANCHED 1, CYCLOIDEA AND PCF TRANSCRIPTION FACTORs (TCPs) of photomorphogenesis were shown to be under regulation by miR157d and miR319, respectively [25]. In addition, HY5 was found to bind to promoter regions of at least 8 miRNAs (*MIR*) loci and required for the accumulation of miR156d, miR402, miR408, miR775 and miR858 [27]. These studies provide a glimpse into photomorphogenic development shaped by the actions of a few sRNAs. A global investigation of sRNAs and their targets would greatly help in assessing the impact of post-transcriptional regulation in photomorphogenic development. However, such information is currently missing in de-etiolating seedlings.

In this study, we profiled sRNAs at 6 times during the first 24 h of *Arabidopsis* photomorphogenic development. We also sequenced 5′ ends of degraded mRNAs (degradome) in both dark- and light-grown seedlings to reveal sRNA-mediated cleavage of mRNAs during de-etiolation. Pairwise studies of sRNAs and their target mRNAs indicated that a high sRNA-to-target ratio is a key determinant for successful mRNA target repression by sRNAs. The high ratio is mainly contributed by the abundance of sRNAs. A total of 335 sRNA-target mRNA regulatory pairs were identified in de-etiolating seedlings, with several sRNAs demonstrated to regulate photomorphogenesis. The action of miR168 leads to reduced expression of *AGO1* under light, thereby offering a feedback regulation of miRNA functioning during de-etiolation. miR396 were identified to act as positive regulators of photomorphogenesis. In addition, we revealed that some 24-nt siRNAs had potential to cause target cleavage in de-etiolating seedlings. Our data indicate that sRNAs function in multiple regulatory circuits for optimized seedling growth under light illumination.

## Results

### The expression and actions of small RNAs in de-etiolating *Arabidopsis* seedlings

We first used deep sequencing to survey the sRNAs in de-etiolating *Arabidopsis* seedlings. 

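The sRNA libraries were made from the aerial tissue of *Arabidopsis* Col-0, a standard laboratory accession, dark-grown for 4 d and then moved to continuous white light. Each of the 6 time points had 3 biological replicates, which gave 18 libraries. Replicates 1 and 2 were prepared with the TruSeq small RNA kit, and replicate 3 with the Small RNA v1.5 kit. Reads mapped to the TAIR10 genome numbered 17639306 to 18407313 per library at W0 h (median 18146072) and 18093486 to 19087424 at W1 h (median 18932617). They numbered 17660361 to 20906003 at W3 h (median 19435501) and 18661473 to 19665226 at W6 h (median 19454549). At W12 h the range was 17579785 to 18822788 (median 18202597), and at W24 h it was 17887523 to 21516866 (median 18906022). The authors mapped adaptor-trimmed reads with Bowtie and deposited an RPM value for each expressed sRNA in each library. By the Methods, reads of a miRNA family were divided equally among its members, but members with the same sequence do not always have equal values. At W0 h in replicate 1, miR319a had 1267 RPM and miR319b 669 RPM, 2 miRNAs chosen after their values were seen. In the same library miR157a-5p and miR157b-5p, which share a sequence, were equal at 87.0 RPM, but miR157c-5p, which has it too, was at 122 RPM. By the Methods, the deposited miRNA values are RPM of the mapped 20–24 nt reads, and the phasiRNA values were taken to be on the same total. The siRNA values are RPM of all mapped reads and correspond to whole reads. For the results given here, log2 of RPM plus a pseudocount of 0.1 was fitted with limma over all 18 libraries, with the time point and the replicate as terms. Changes are therefore within replicate, each against W0 h. The p-values were adjusted by the Benjamini-Hochberg method within each class of sRNA at each time point, and an adjusted p-value under 0.05 was the threshold.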

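The libraries were compared between replicates before any test. Across the 207 miRNAs, Pearson's r of log2 RPM between replicates 1 and 2 was 0.990 to 0.994 over the 6 time points, and between replicates 1 and 3 it was 0.661 to 0.704. These correlations are across miRNAs, which are not independent replicates. The number of mapped 20–24 nt reads was not counted but inferred, as the total on which the phasiRNA values give whole reads. On these totals, reads of 20–24 nt made up 82.3% of the mapped reads at W0 h and 75.1% at W24 h in replicate 1. The corresponding shares were 84.1% and 75.7% in replicate 2, and 97.6% and 94.3% in replicate 3.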

The sRNAs were isolated from 4-d-old dark-grown (W0 h) seedlings and seedlings that were further treated with continuous white light irradiation for 1 to 24 h (W1 h to W24 h) and subjected to deep sequencing (Fig. 1). Approximately 18–22 million reads were obtained for each sample in 3 biological replicates. For each dataset, 94–98% of the filtered reads (see methods) could be mapped to the TAIR10 genome (Additional file 1: Table S1). We first analyzed miRNAs and phasiRNAs, as they are frequently studied groups of plant sRNAs. 

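Reads were recovered from the deposited miRNA values and the inferred 20–24 nt totals. The authors' rule of at least 5 reads in all 3 replicates at 1 or more time points was then applied again. Of the 207 miRNAs in the deposited table, 203 (98.1%) met it. The table held 155 distinct mature sequences under 91 family labels. The median over miRNAs of the mean RPM was 7.10 at W0 h and 4.83 at W24 h. Together the miRNAs took 42.5% of the 20–24 nt reads at W0 h and 24.5% at W24 h in replicate 1. In replicate 2 their share was 45.3% at W0 h and 23.7% at W24 h, and in replicate 3 it was 58.1% and 54.5%.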

Among the 427 *Arabidopsis* miRNAs annotated in miRBase 21 [28], 207 (48.5%) are considered expressed (see methods for criteria) (Additional file 1: Table S2). Overall 58 phasiRNAs derived from 12 phasiRNA-generating loci (*PHAS*, or trans-acting siRNA-generating loci, *TAS*) [14] were expressed in de-etiolating seedlings (Table 1 and Additional file 1: Table S3). In addition to miRNAs and phasiRNAs, 4255 20–24 nt siRNAs were defined expressed in this developmental stage (Additional file 1: Table S4).

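On the same rule for reads, 52 of the 58 phasiRNAs (89.7%) passed. Their 21-nt sequences were placed on TAIR10 at the positions in the supplementary table. *TAS1c* (AT2G39675, chromosome 2, 16537288 to 16538277) gave 13 phasiRNAs, all between 16537710 and 16537880. *TAS1a* (AT2G27400, chromosome 2, 11721539 to 11722468) gave 12, and *TAS2* (AT2G39681, chromosome 2, 16539384 to 16540417) gave 9. *TAS3* (AT3G17185, chromosome 3, 5861491 to 5862437) gave 2 phasiRNAs between 5862267 and 5862350, and *TAS1b* (AT1G50055, chromosome 1, 18549204 to 18550042) gave 1. The remaining loci lie on chromosome 1 and gave between 1 and 4 phasiRNAs each.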

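Of the 4255 deposited siRNAs, 4140 (97.3%) had at least 5 reads in all 3 replicates at 1 or more time points from W0 h to W12 h. W24 h was left out of this count, so siRNAs that reach the minimum only there are not in it. At W0 h, 440 siRNAs were listed at 0 RPM, each of them in all 3 replicates, and no siRNA was at 0 in only some replicates. The same held for 468 siRNAs at W1 h, 341 at W3 h, 451 at W6 h and 935 at W12 h. A 0 in the siRNA values thus followed the time point and not the depth of a library. At W24 h, 1796 siRNAs were at 0 in at least 1 replicate and 226 in all 3. Across the siRNAs, log2 RPM at W24 h correlated with W12 h of the same replicate at r = 0.86 in replicate 1, at -0.037 in replicate 2 and at 0.010 in replicate 3. For the miRNAs these correlations were 0.993, 0.991 and 0.991. The siRNA values at W24 h were therefore not used in any test, and siRNAs were compared from W0 h to W12 h.

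**Figure D1:**
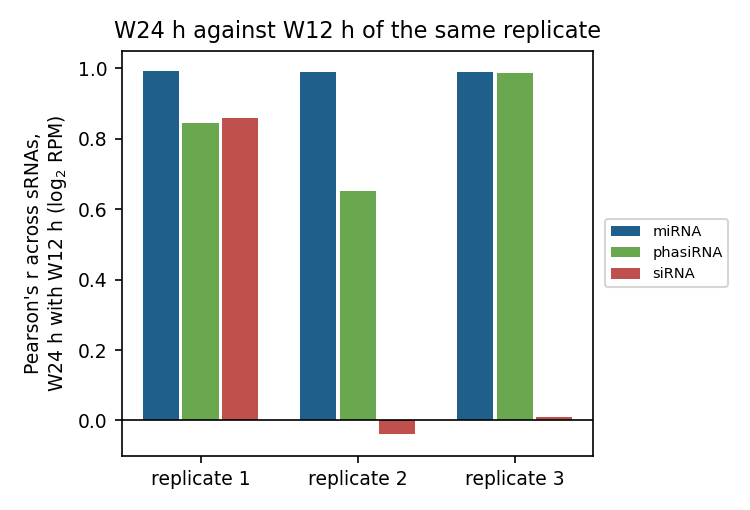
Pearson's r across sRNAs between log2 RPM at W24 h and at W12 h of the same replicate (vertical axis, no unit), by replicate (horizontal axis). Bars stand for miRNAs, phasiRNAs and siRNAs, and the siRNA bar is at 0.86 in replicate 1, -0.037 in replicate 2 and 0.010 in replicate 3.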

**Fig. 1:**
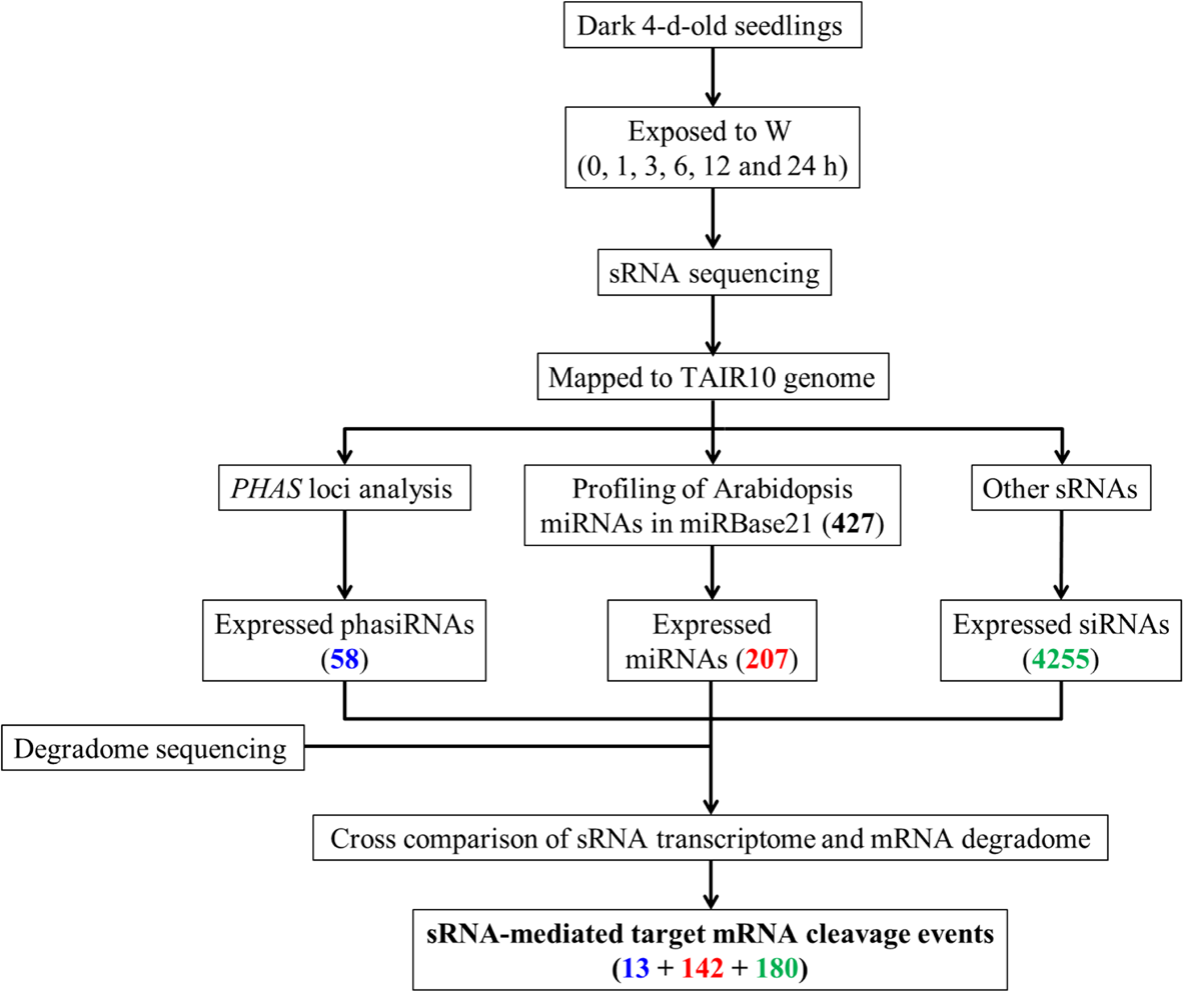
Pipeline for investigating sRNA-mediated regulation in de-etiolating *Arabidopsis* seedlings. Four-d-old dark-grown seedlings (W0 h) were exposed to continuous white light (W; 100 μE) for 1, 3, 6, 12 and 24 h; 18–22 million (M) reads per library were acquired. Degradome sequencing for dark- (Dark) and light- (equally pooled from the five light-treated time points) grown seedlings were used for identifying sRNA-mediated cleavage of target mRNA. Colored numbers in parentheses indicate the number of sRNAs/targets passing the corresponding filtering criteria

**Table 1:** Expressed *PHAS* loci in de-etiolating seedlings

*PHAS* locus	Gene	Chromosome	phasiR trigger	Start	End	n	k	*p*-value
*At1g62910*	*RFL9 (PPR)*	1	TAS2 3′-D6 (−)	23,299,624	23,299,875	77	14	2.0 × 10^−7^
*At1g63130*	*RPF6*	1	ta-siR2140	23,413,391	23,413,642	13	7	7.3 × 10^−7^
*At1g50055*	*TAS1B*	1	miR173	18,549,441	18,549,692	60	12	9.7 × 10^−7^
*At1g63070*	*PPR*	1	ta-siR2140	23,386,420	23,386,671	50	11	1.3 × 10^−6^
*At1g63150*	*	1	TAS2 3′-D6 (−)	23,420,003	23,420,254	80	12	2.7 × 10^−5^
*At1g62930*	*RPF3 (PPR)*	1	miR161.1	23,307,125	23,307,466	99	13	4.5 × 10^−5^
*At1g63080*	*PPR*	1	ta-siR2140	23,389,990	23,390,241	58	10	5.5 × 10^−5^
*At1g62590*	*PPR-AC*	1	TAS2 3′-D6 (−)	23,178,438	23,178,689	27	7	7.1 × 10^−5^
*At2g39681*	*TAS2*	2	miR173	16,539,919	16,540,170	12	9	1.9 × 10^−9^
*At2g39675*	*TAS1C*	2	miR173	16,537,860	16,538,111	10	7	1.5 × 10^−8^
*At2g27400*	*TAS1A*	2	miR173	11,722,009	11,722,260	21	8	6.2 × 10^−7^
*At3g17185*	*TAS3*	3	miR390	5,682,143	5,682,394	80	14	3.4 × 10^−7^

n: Number of distinct alignments

k: Number of phased alignments, based on hypergeometric distribution

*: Reported *PHAS* locus

Loci with *p* < 10^−4^ are listed

Since both miRNAs and siRNAs can target mRNAs for cleavage [19, 29–31], we aimed to identify sRNA–target pairs that may be involved in photomorphogenic development. We performed degradome sequencing followed by CleaveLand analyses [32] to identify target mRNAs cleaved by expressed sRNAs in de-etiolating seedlings. The degraded mRNA samples were obtained from seedlings grown under dark (W0 h) or light (equally mixed from samples treated with W for 1, 3, 6, 12 and 24 h). Approximately 50 million reads for each of the libraries were obtained; 81–85% could be mapped to TAIR10 cDNAs (Additional file 1: Table S1). 

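Degradome libraries hold the 5′ ends of cleaved and decaying mRNAs, so that reads pile up at a position where an sRNA guides cleavage. Each condition had 1 library and no replicate, and no test between dark and light was made. The dark library had 48766970 reads mapped to TAIR10 cDNAs out of 59810548 filtered reads (81.5%), and the light library had 46178774 out of 54268999 (85.1%). The authors ran CleaveLand with the expressed sRNAs as queries and deposited its records, each with the number of reads starting at every position of the transcript. These numbers are raw and not scaled to depth. CleaveLand puts a site in category 0 when it holds the most reads on its transcript alone, in category 1 when it shares that maximum, and in category 2 when it lies above the average of the transcript but below the maximum. The records were counted here at a category of at most 2, a p-value of at most 0.05 and at least 5 reads at the site, and each pair of gene and cleavage site was counted once as a cleavage event. Target genes were placed on TAIR10 coordinates through the annotation of the reference genome. Confidence intervals for shares are 95% Wilson intervals and cover counting error only.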

Our analyses suggested that 262 non-redundant sRNAs could mediate the cleavage of 306 *Arabidopsis* mRNAs (a total of 335 target cleavage sites). Among them, 142 cleavage events were mediated by miRNAs, 13 by phasiRNAs and 180 by other siRNAs (Fig. 1; Additional file 1: Table S5 and S6). These newly identified sRNA-target pairs are potential players in post-transcriptional gene expression regulation in *Arabidopsis* photomorphogenesis.

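The dark library had 280 records, of which 207 had at least 5 reads at the site, and the light library had 416, of which 301 did. At that minimum, the records gave 380 cleavage sites in 327 genes for 329 sRNAs. Of these sites, 207 were found in dark, 301 in light and 128 in both. Every one of the 139 category 2 records was in the light library, and all carried the same p-value of 0.0494, whereas the dark library listed 0. In categories 0 and 1 the libraries listed 280 records in dark and 277 in light. The site with the most reads was in *HAM1* (AT2G45160), where the 5′ end at transcript position 1014 had 10462 reads in dark and 7757 in light, from a query of the miR171 family. *TAS1C* (AT2G39675) followed at position 379 with 7282 reads in dark and 5871 in light, from a query that shares 16 nt or more with miR173. The next were *TAS2* (AT2G39681) with 3427 reads at position 418 in dark and *SPL11* (AT1G27360) with 3847 reads at position 1263 in light.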

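Queries that the deposited table lists as siRNAs of 20–24 nt gave 240 cleavage events in 201 genes, 136 in dark, 184 in light and 80 in both. At a CleaveLand p-value of at most 0.01 the number was 89, and 339 events were counted without a minimum of reads. The remaining queries were of 18 nt (89 records), 19 nt (97 records) or 26 nt (2 records). Over all queries, those that share at least 16 nt with a miRNA gave 98 events in 84 genes, which belong to 18 miRNA families. Cleavage events of miRNAs and phasiRNAs under their own names were not analysed here.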

### sRNA abundance determines the likelihood of target mRNA cleavage

When analyzing the mRNA degradomes, we noticed that although 90 miRNA families were expressed in de-etiolating seedlings (Additional file 1: Table S2), target cleavage was detected for only members of 49 miRNA families (Additional file 1: Table S5). The results prompted us to investigate factors affecting target cleavage or the identification of degradome signatures. Previous reports have shown that high target abundance will compromise the repression activity of miRNAs and siRNAs when introduced via transfection in animal cell lines [33]. A computational model based on fixed concentration of miRNAs and mRNAs implicated that the concentration of miRNAs has a greater effect on miRNA-mRNA interaction in *Drosophila melanogaster* and in human [34]. In contrast to the seed pairing seen in most animal miRNA-mRNA interactions, most plant miRNAs interact with their target mRNAs at high complementarity that leads to cleavage of target mRNAs [19]. The availability of transcriptome data for mRNAs [12], sRNAs and degradome signatures in this study allowed us to investigate whether miRNAs/siRNAs or target abundance is important for effective miRNA/siRNA-mediated target cleavage in de-etiolating *Arabidopsis* seedlings.

Our analysis indicated that miRNAs causing target cleavage tended to have higher abundance, as compared with miRNAs that failed to generate detectable target degradome signatures (Fig. 2a). The results were similar for miRNAs expressed in both the dark (*p* = 5.2 × 10^−8^, D = 0.4327 in Kolmogorov-Smirnov test, K-S test) and light (*p* = 3.0 × 10^−8^, D = 0.4394, K-S test) (Fig. 2a). In contrast, for mRNAs with predicted miRNA target sites, the transcript abundance was comparable for mRNAs with or without degradome signatures identified (Fig. 2b). Pair-wise examination of miRNA-to-target ratios revealed relatively higher ratios for miRNA-mRNA pairs with observed cleavage under both dark (*p* = 1.3 × 10^−12^, D = 0.4108, K-S test) and light (*p* = 2.5 × 10^−12^, D = 0.4067, K-S test) (Fig. 2c). Therefore, miRNAs with high abundance may give rise to high miRNA-to-target ratios, thereby leading to successful target mRNA cleavage.

**Fig. 2:**
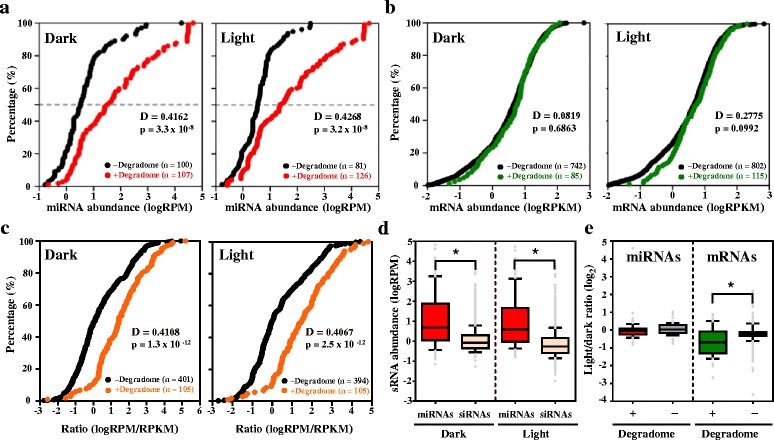
The miRNA abundance, rather than target mRNA abundance, is the major determinant of target cleavage. **a** miRNAs causing target cleavage tend to have higher abundance. Kolmogorov-Smirnov (KS) plot showing the abundance of expressed miRNAs in dark and light (W3 h). + Degradome (*red*) indicates miRNAs with valid target cleavages identified; − degradome (*black*) indicates expressed miRNAs without target cleavage identified. Dashed lines indicate 50th percentile of sRNAs. **b** Target mRNA abundance was relatively unchanged regardless of being cleaved. KS plot showing the abundance of target mRNA with (*green*) or without (*black*) degradome signatures under dark or light (W4 h). Only expressed target genes with RPKM > 0.01 were plotted. **c** Degradome signatures were preferentially detected in mRNAs with high miRNA-to-target ratios. KS plot showing distribution of pairwise miRNA-to-target ratios in dark and light (W3 h/W4 h). + Degradome (*orange*) indicates miRNA–target pairs with target cleavage identified; − degradome (*black*) indicates miRNA–target pairs without target cleavage identified. **d** The abundance is relatively lower for siRNAs than expressed miRNAs. **e** Target mRNAs, but not miRNAs, are downregulated by light. Light/dark ratios indicate the relative levels of miRNAs (W3 h/W0 h) and mRNAs (W4 h/W0 h). + and – degradome indicate miRNAs/targets with or without identified degradome signatures, respectively. Data are the mean of all biological replicates (three replicates for sRNAs and two for mRNAs). * *p* < 0.01 by Student’s t-test. The bottom, middle, and top of the box represent the 25th, 50th, and 75th percentiles, and whiskers are the 10th and 90th percentiles, respectively

The above notion remains true when applied to siRNA-mediated mRNA cleavage (Additional file 2: Figure S1), although not as significant as for miRNAs (Fig. 2a). 

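In dark, the 113 siRNAs with a cleavage event in the dark degradome had a median of 1.53 RPM at W0 h, and the other 4142 siRNAs had a median of 0.791 RPM. The Kolmogorov-Smirnov D between their distributions was 0.240, with a 2-sided permutation p of 1e-05, the smallest that 100000 resamples can give. In light, the 164 siRNAs with an event in the light degradome had a median of 1.41 RPM at W3 h, against 0.812 RPM for the other 4091 (D = 0.185, permutation p = 6e-05). The test is across siRNAs, which are not independent replicates. Leaving out replicate 3 gave a D of 0.160 in dark and 0.139 in light, and a CleaveLand p-value of at most 0.01 gave 0.328 and 0.242. Some siRNAs share at least 16 nt with a miRNA or 17 nt with a phasiRNA. Those of them that have an event in either library were left out, a choice made after seeing the data. D fell to 0.156 in dark (80 siRNAs with an event, permutation p = 0.0390) and to 0.103 in light (112 siRNAs, permutation p = 0.180). The share left out was larger among siRNAs with an event in the same library than among the others, which lowers D by construction. Also after seeing the data, all that share such a stretch were left out, with or without an event, among the 630 siRNAs whose sequence was taken from the supplementary table. There D was 0.375 in dark (17 siRNAs with an event, permutation p = 0.0142) and 0.456 in light (13 siRNAs, permutation p = 0.00618), against 0.394 and 0.455 with them.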

Among the 4255 expressed siRNAs, only 180 have degradome signatures identified for their target mRNAs (Additional file 1: Table S6), as compared with 155 targets resulting from 265 miRNA/phasiRNA-mediated cleavages (Additional file 1: Table S5), possibly because of the significantly lower expression of most siRNAs than miRNAs (Fig. 2d).

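The median mean level at W0 h was 7.10 RPM for the 207 miRNAs and 0.805 RPM for the 4255 siRNAs, a difference of 0.94 on the log10 scale (2-sided permutation p = 1e-05, the smallest that the resamples can give). Of the siRNAs, 91.2% lay below the miRNA median. At W3 h the medians were 6.55 and 0.824 RPM, a difference of 0.90 (permutation p = 1e-05, again the smallest), and 90.0% of the siRNAs lay below the miRNA median. The miRNA values are scaled to 20–24 nt reads and the siRNA values to all mapped reads. The miRNA values were therefore also scaled to all mapped reads, a choice made after seeing the data. This left differences of 0.88 at W0 h and 0.85 at W3 h. The siRNA medians count 440 siRNAs listed at 0 RPM at W0 h and 341 at W3 h. Without these siRNAs, also a choice made after seeing the data, the siRNA median at W0 h was 0.954 RPM. The differences were then 0.87 at W0 h and 0.85 at W3 h.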

Although the expression of most of the miRNAs remained unchanged before and after light treatment, light appears to down-regulate the expression of target mRNAs with degradome signatures but not that of mRNAs without evidence of cleavage (Fig. 2e). Therefore, instead of regulating miRNA expression, light signals may potentiate the target-cleavage activities of miRNAs to tune down the expression of their target genes during de-etiolation. 

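The log2 ratio of W3 h to W0 h was averaged within replicate for each of the 207 miRNAs. Its median over miRNAs was 0.01, less than the SD of 0.124 between the medians of the 3 replicates, and the quartiles were -0.22 and 0.17. For 206 miRNAs (99.5%) the ratio was within 2-fold. At W24 h the median ratio to W0 h was -0.40, with 78.3% of the miRNAs within 2-fold. The medians at W24 h were -0.71 in replicate 1, -0.49 in replicate 2 and 0.04 in replicate 3. The mRNA levels and the split of miRNAs by degradome signature were not analysed here.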

Whether this reduction is achieved by regulating the expression or enzymatic activities of slicer complexes remains to be investigated.

### Light optimizes miRNA functioning via the action of miR168

Previously, we reported a feedback regulation between *HY5* and *HEN1*, which indicates that an sRNA equilibrium is required during photomorphogenic development [25]. Here, we sought to identify whether light regulates steps in addition to *HEN1* in sRNA biogenesis and functioning. In *Arabidopsis*, miR168 targets the sRNA slicer gene *AGO1* [35]. Deep sequencing and northern blot results indicated that the expression pattern of miR168 only slightly fluctuated under light (Fig. 3a, b). However, the mean abundance of miR168a/b ranged from 880 to 1270 read per million reads (RPM) (Additional file 1: Table S2), which is more than 10 times greater than the median level of miRNAs overall (Fig. 2a). Thus, miR168a/b has high potential in mediating the cleavage of *AGO1* transcript. Indeed, under light, *AGO1* cleavage signatures could be detected (Additional file 1: Table S5), which led to the down-regulation of *AGO1* (Fig. 3c). 

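miR168a-5p had a mean of 880 RPM (SD 790, n = 3) at W0 h and 1223 RPM (SD 1842, n = 3) at W24 h, and the spread between replicates exceeded the change. In replicate 1 it fell from 371 RPM at W0 h to 150 RPM at W24 h, and in replicate 2 from 480 to 170 RPM. In replicate 3 it rose from 1790 to 3350 RPM. The log2 change at W24 h was -0.63 (standard error 0.33, adjusted p = 0.141 from limma), lower in 2 of 3 replicates. Without replicate 3 it was -1.40 (adjusted p = 1.8e-06), and with each library rescaled to a median miRNA ratio of 0 it was -0.23. At the earlier time points the log2 changes were -0.02 at W1 h, 0.27 at W3 h, 0.24 at W6 h and 0.02 at W12 h, each with a standard error of 0.33. miR168b-5p, which has the same sequence changed by -0.69 at W24 h (adjusted p = 0.115).

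**Figure D2:**
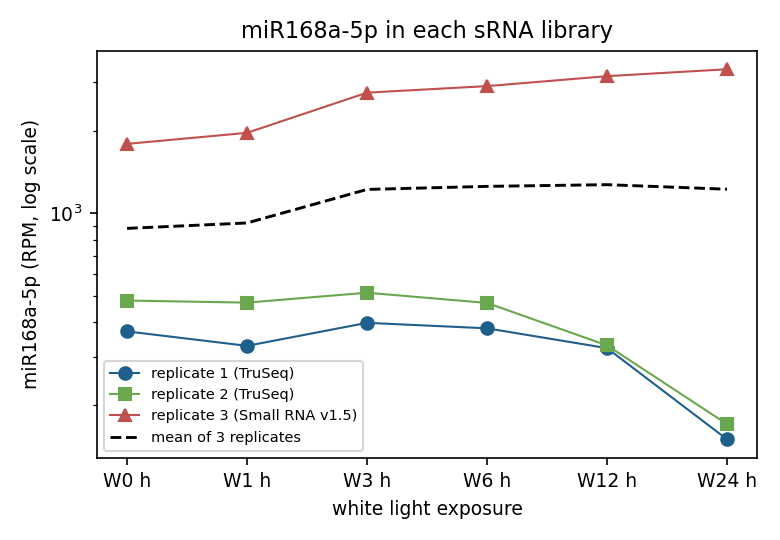
RPM of miR168a-5p (vertical axis, log scale) at each time of white light exposure (horizontal axis, h). Symbols joined by lines stand for the 3 replicates and the dashed line for their mean. At W24 h replicates 1 and 2 are at 150 and 170 RPM and replicate 3 at 3350 RPM.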

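The means of miR168a-5p over 3 replicates at W1 h, W3 h, W6 h and W12 h were 921, 1221, 1253 and 1271 RPM. Divided by the median of the miRNA means at the same time point, miR168a-5p was 124 times the median at W0 h and 260 times at W12 h, where the ratio was highest. Within single replicates at W0 h it was 75.8, 108 and 378 times the median in replicates 1, 2 and 3. At W24 h these ratios were 49.1, 56.5 and 489. The highest ratio was at W3 h in replicate 1 (97.9), at W1 h in replicate 2 (135) and at W12 h in replicate 3 (654). The share of miRNAs below miR168a-5p was 86.5% at W0 h and 87.9% at W24 h.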

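The light library held 1 record for *AGO1* (AT1G48410), which lies on the minus strand of chromosome 1 of TAIR10 from 17885633 to 17892632. The site spans 17891529 to 17891549 in exon 2 of 23, within the coding sequence, and its transcript sequence is TTCCCGAGCTGCATCAAGCTA. The query, SRNA19859050, is a deposited siRNA of 21 nt that differs from miR168a-5p by the substitution C2A, counted from 1 at the 5′ end of miR168a-5p. At the predicted cleavage position, transcript position 522 of AT1G48410.2, 19 of the 9239 reads on the transcript began. The position with the most reads on this transcript was 3384, with 178 reads. The record was of category 2 with a p-value of 0.0494.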

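In dark, *AGO1* had 0 records. Neither library has a replicate, and the 0 records in dark come from a library in which no transcript has a record of category 2, the category of the *AGO1* site in light. The number of reads at transcript position 522 in dark was not analysed here, and so a lower limit for cleavage in dark is not given.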

The detection of *AGO1* cleavage signature only under light is also consistent with preferential light-mediated downregulation of miRNA target mRNAs (Fig. 2e). Thus, miR168a/b have potential to desensitize the sRNA actions by targeting *AGO1* for degradation during photomorphogenesis.

**Fig. 3:**
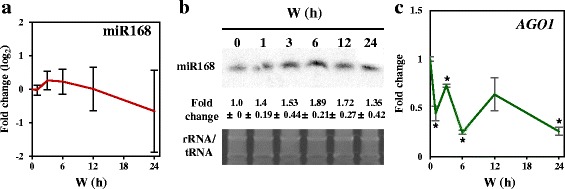
The expression of miR168 and *AGO1* in de-etiolating *Arabidopsis*. **a** Expression pattern of miR168. Data are mean ± SD from three biological replicates of sRNA sequencing. **b** Northern blot analysis of miR168 level during the times examined. Data are mean ± SD are calculated from three biological replicates. SYBR-gold stained rRNA/tRNA was a loading control. **c** Light down regulates *AGO1*. qRT-PCR results were shown as mean ± SD calculated from three technical repeats. Asterisks indicate *p* < 0.01 in Student’s t-test. Three biological replicates have shown similar results

### Light regulates the expression of some miRNAs and phasiRNAs

Although most miRNA levels were unchanged before and after light treatment in young *Arabidopsis* seedlings (Fig. 2d; Additional file 1: Table S2), we still observed that 32% (67 of 207) of expressed miRNAs were regulated by light (Fig. 4; Additional file 1: Table S2). 

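With limma, 1 miRNA passed the adjusted threshold at W1 h, at W3 h and at W6 h, and it was miR163 each time. At W12 h 29 miRNAs passed it, 3 higher and 26 lower than at W0 h, and at W24 h 73 passed it, 13 higher and 60 lower. Of the 73, 58 moved the same way in all 3 replicates, as did all 29 at W12 h. At an unadjusted p-value under 0.05 the counts were 3, 6, 16, 62 and 97 from W1 h to W24 h, and 107 of the 207 miRNAs reached it at 1 or more of the 5 time points. The alternative that moved the W24 h count most was the paper's test, with 0 miRNAs at the adjusted threshold and 29 at the unadjusted one. Without replicate 3, 111 miRNAs passed at W24 h, without replicate 1 18 passed and without replicate 2 8 passed. The median log2 change of all miRNAs at W24 h was -0.40. After each library was rescaled to a median miRNA ratio of 0, 56 miRNAs passed at W24 h, 23 higher and 33 lower, and 46 of them were among the 73. The paper states that part of the expressed miRNAs is regulated by light (Fig. 4).

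**Figure D3:**
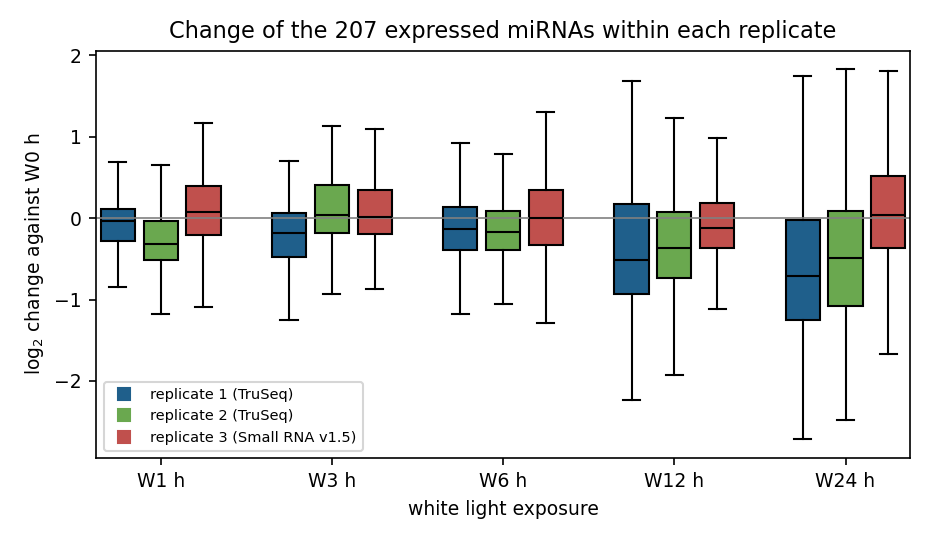
Log2 change of the 207 miRNAs against W0 h (vertical axis) at each time of white light exposure (horizontal axis, h), by replicate. Boxes span the quartiles with the median as a line, and whiskers reach the farthest miRNA within 1.5 times the box, with miRNAs beyond them not drawn. At W24 h the medians are -0.71, -0.49 and 0.04 in replicates 1, 2 and 3.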

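The 66 miRNAs of Table 2 were chosen by the authors on these libraries, so a count within the list is not independent evidence. At W24 h 44 of them passed the threshold over all 207 miRNAs, and 46 did when adjusted over the list alone. After miR163, the largest rises at W24 h that had the same direction in all 3 replicates were those of miR157c-3p and miR833a-5p. miR157c-3p went from 1.13 RPM (SD 0.633, n = 3) to 5.19 RPM (SD 1.98), a log2 change of 2.21 (standard error 0.35, adjusted p = 0.00021 from limma). miR833a-5p changed by 2.13 (standard error 0.39, adjusted p = 0.00031) and lost the threshold without replicate 2 (adjusted p = 0.0527). It was at 0.217 RPM at W0 h, so the size of its change depends on the pseudocount, and with 1 RPM it was 0.80. The largest falls were those of miR396a-3p, miR5024-3p and miR390b-3p. miR396a-3p went from 87.9 RPM (SD 27.4, n = 3) to 20.6 RPM (SD 2.35), a log2 change of -2.04 (standard error 0.30, adjusted p = 9.3e-05). miR5024-3p changed by -1.95 (standard error 0.35, adjusted p = 0.00031), and it too lost the threshold without replicate 2 (adjusted p = 0.0501). miR390b-3p changed by -1.94 (standard error 0.33, adjusted p = 0.00024). At W12 h the 3 miRNAs that rose past the threshold were miR163, miR157c-3p and miR5642a, the last of which was named after its value was seen.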

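Among the 58 phasiRNAs, 23 had an unadjusted p-value under 0.05 at 1 or more time points in limma. Counted once per distinct sequence, an alternative added after seeing the data, 13 of 46 did. The count was 3 without the replicate block and 3 with the paper's test, the largest moves among the alternatives, and 13 after each library was rescaled by its miRNAs. The paper's test, in the form used here, was run on only 40 to 45 of the 58 at a time point. At the adjusted threshold 0 phasiRNAs passed from W1 h to W12 h, with 1, 0, 1 and 14 at the unadjusted threshold, and 4 passed at W24 h, all lower. Named after their values were seen, these were phasiR_13 and phasiR_14, which have the same sequence, and phasiR_27 and phasiR_31, which also share theirs. The former went from 1.32 RPM (SD 0.489, n = 3) at W0 h to 0.196 RPM (SD 0.17), a log2 change of -2.46 (standard error 0.55, adjusted p = 0.0126 from limma) that was lower in 3 of 3 replicates. The latter changed by -1.65 (standard error 0.38, adjusted p = 0.0126), by -2.14 and -2.47 in replicates 1 and 2 and by -0.33 in replicate 3. Without replicate 1, and without replicate 2, 0 phasiRNAs passed at W24 h, with 4 and 7 at the unadjusted threshold. Without replicate 3, 10 passed. With no replicate block 0 passed (2 unadjusted), as with the paper's test (0) and with edgeR (6). A minimum of 1 RPM gave 2. Rescaling, a pseudocount of 1 RPM, no trend and DESeq2 each gave 4, and a pseudocount of 0.01 RPM gave 7.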

Only 8 of 58 expressed phasiRNAs were differentially regulated by light (Additional file 1: Table S3). Because sRNA abundance is a major determinant for target cleavage in seedlings (Fig. 2), any changes in sRNA levels under light may alter their target suppression capacity. Thus, the light regulation of miRNAs and phasiRNAs may provide a timely control of target mRNAs to shape photomorphogenic development. 

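miR163, of 24 nt (UUGAAGAGGACUUGGAACUUCGAU), was at 0.877 RPM (SD 0.752, n = 3) at W0 h, with 1.54, 1.03 and 0.06 RPM in replicates 1, 2 and 3. It reached 5.29 RPM (SD 3.53) at W1 h, 21.3 RPM (SD 15.0) at W3 h and 54.8 RPM (SD 30.2) at W24 h. The log2 change was 2.71 at W1 h (adjusted p = 8.5e-06 from limma), 4.52 at W3 h, 5.48 at W6 h, 5.41 at W12 h and 6.17 at W24 h (adjusted p = 2.3e-12), each with a standard error of 0.32. At W24 h the changes within replicates were 5.64, 5.75 and 7.12. With a level this low at W0 h, the size of the change depends on the pseudocount, and it was 4.80 at W24 h with a pseudocount of 1 RPM.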

The light responsiveness of the 67 light-regulated miRNAs could be classified into 3 major clusters by k-mean clustering (Fig. 4; Table 2). miR163 belongs to cluster I, whose expression is barely detectable in the dark but is rapidly induced by light. miR163 has been shown to promote seed germination and primary root growth during early seedling development, but not involved in light-induced inhibition of hypocotyl elongation [36]. 

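Table 2 places 15 miRNAs in cluster II. Their median log2 change was 0.05 at W1 h, 0.29 at W3 h, 0.25 at W6 h, 0.46 at W12 h and 0.64 at W24 h. At W24 h 14 of the 15 were higher than at W0 h, and 5 passed the adjusted threshold. After rescaling to a median miRNA ratio of 0, the median at W24 h was 1.04, all 15 were higher and 7 passed.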

Cluster II miRNAs are also upregulated by light, and the up regulation is more prominent after prolonged light exposure. 

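miR157d (UGACAGAAGAUAGAGAGCAC) had a mean of 40.3 RPM (SD 55.4, n = 3) at W0 h and 68.2 RPM (SD 96.6) at W24 h. Its level was 7.74, 9.02 and 104 RPM in replicates 1, 2 and 3 at W0 h. The log2 change at W24 h was 0.64 (standard error 0.30, adjusted p = 0.0948 from limma), higher in 3 of 3 replicates (0.77, 0.36 and 0.78). It passed the threshold after rescaling, with 1.04 (adjusted p = 0.0120), in edgeR with 1.06 (adjusted p = 0.0146) and in DESeq2 with 1.09 (adjusted p = 0.0005). At W1 h, W3 h, W6 h and W12 h the log2 changes were 0.36, 0.31, 0.17 and 0.30.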

The miRNAs in cluster II include miR157d, reported to target *HY5* during photomorphogenic development [25]. 

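Cluster III of Table 2 has 50 miRNAs, with median log2 changes of -0.18 at W1 h, -0.24 at W3 h, -0.27 at W6 h, -0.61 at W12 h and -0.95 at W24 h. At W24 h 49 of the 50 were lower than at W0 h, and 38 passed the adjusted threshold. After rescaling to a median miRNA ratio of 0, the median at W24 h was -0.55, with 45 lower and 23 past the threshold.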

The miRNAs in cluster III were down regulated by light, especially after 6-h light exposure.

**Fig. 4:**
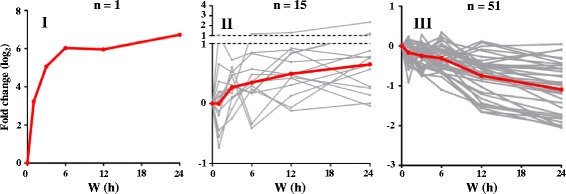
Cluster analysis of light-regulated miRNAs. Student’s t-test was performed to identify miRNAs with significant fold changes against dark (W0 h). The expression patterns of miRNAs in response to light treatments were classified into four clusters by use of k-mean clustering (by Euclidean distance). *Gray lines* indicate the average fold change of each miRNA from three biological replicates; red lines indicate average fold changes within the cluster

**Table 2:** Differentially expressed miRNAs in de-etiolating *Arabidopsis* seedlings, with average log_2_ fold-change listed

Cluster I	W0 h	W1 h	W3 h	W6 h	W12 h	W24 h
miR163	0	3.230582	5.070049	6.036598	5.963276	6.724631
Cluster II	W0 h	W1 h	W3 h	W6 h	W12 h	W24 h
miR5026	0	−0.19729	0.609021	−0.33921	0.435821	0.256526
miR825	0	−0.55657	−0.0974	0.484967	0.475439	0.143117
miR869.2	0	−0.44551	−0.24714	0.236649	−0.06937	0.766993
miR156c-3p	0	0.008901	0.458674	−0.41258	0.129615	0.571201
miR170-3p	0	0.199128	0.233507	0.359504	0.420726	−0.0398
miR2933a	0	−0.73393	0.087544	0.296233	−0.12048	0.00611
miR2933b	0	−0.73393	0.087544	0.296233	−0.12048	0.00611
miR5642a	0	−0.12856	0.102902	0.354152	0.920248	0.760898
miR157d	0	0.366314	0.311192	0.17222	0.304513	0.640368
miR167a-3p	0	0.046902	0.474899	0.574704	0.480747	0.881156
miR833b	0	1.053165	0.727714	0.849033	0.892631	0.279323
miR858a	0	0.657713	0.522465	0.833586	0.69362	0.780516
miR157a-3p	0	0.119139	0.300398	0.181048	0.842913	1.197978
miR157b-3p	0	0.112265	0.292249	0.169389	0.833254	1.186319
miR157c-3p	0	0.18009	0.174448	1.165619	1.299035	2.35774
Cluster III	W0 h	W1 h	W3 h	W6 h	W12 h	W24 h
miR158b	0	0.068148	−0.23119	0.046673	−0.49671	−0.77436
miR162a-3p	0	0.216902	−0.35089	−0.001	−0.53321	−1.32163
miR390a-5p	0	0.041912	−0.24039	−0.52191	−0.83531	−0.94731
miR398c-3p	0	0.233205	−0.74225	0.337007	−0.5905	−1.54736
miR399b	0	−0.32628	−0.03547	−0.57065	−0.81218	−1.16872
miR399c-3p	0	−0.13086	0.021596	−0.5015	−0.75814	−1.10903
miR829-3p.1	0	−0.19326	−0.0353	−0.14504	−0.74384	−0.90991
miR829-5p	0	0.017165	−0.29223	−0.32674	−0.66067	−0.74456
miR162b-3p	0	0.215734	−0.35239	−0.00193	−0.53434	−1.32203
miR162b-5p	0	0.057888	−0.1911	0.175723	−0.742	−1.07194
miR169a-3p	0	−0.35672	−0.10399	−0.09992	−0.43079	−0.99436
miR173-5p	0	−0.04189	−0.26578	−0.30136	−0.5118	−0.95313
miR390b-5p	0	0.041759	−0.2396	−0.52135	−0.83081	−0.94673
miR396b-3p	0	−0.19923	−0.26739	−0.52009	−0.66862	−1.11049
miR398b-3p	0	0.233205	−0.74225	0.337007	−0.5905	−1.54736
miR823	0	−0.25067	0.109541	−0.45625	−0.76484	−0.99271
miR839-5p	0	−0.9158	0.276875	−0.35478	−0.56659	−1.1664
miR166a-3p	0	0.141355	0.079493	−0.11147	−0.50323	−0.56368
miR166b-3p	0	0.158125	0.078693	−0.10249	−0.52608	−0.57401
miR166c	0	0.157754	0.078204	−0.10279	−0.52633	−0.57431
miR166d	0	0.1578	0.078219	−0.1028	−0.52637	−0.5743
miR166e-3p	0	0.157828	0.07835	−0.10235	−0.52615	−0.57403
miR166f	0	0.157829	0.078349	−0.10233	−0.5261	−0.574
miR166g	0	0.157513	0.077882	−0.10266	−0.52644	−0.57431
miR169b-3p	0	0.046702	0.084603	−0.51457	0.08493	−0.43209
miR169i	0	−0.21387	0.036407	−0.3923	−0.08524	−0.29972
miR171c-5p	0	−0.24785	−0.51146	−0.30205	−0.45579	−0.08671
miR319b	0	0.101478	0.007334	0.230599	−0.43223	−0.64435
miR393b-3p	0	−0.22189	−0.24646	−0.14695	−0.49096	−0.49076
miR408-3p	0	−0.24897	−0.16535	0.122217	−0.11517	−0.57962
miR5644	0	−0.46437	−0.21745	−0.08393	−0.26968	−0.45617
miR156h	0	−0.44634	−0.37253	−0.19148	−0.36689	−0.10394
miR160c-3p	0	−0.17658	−0.29051	−0.33976	−0.00825	0.041016
miR169m	0	−0.12627	0.064869	−0.27125	0.118007	−0.32789
miR166a-5p	0	−0.14566	−0.30587	−0.69082	−1.16879	−1.42452
miR395e	0	−0.52798	−0.63659	−0.291	−1.43631	−1.91425
miR5646	0	−0.55674	−0.18855	−0.6301	−1.65092	−1.82573
miR166b-5p	0	−0.14566	−0.30587	−0.69082	−1.16879	−1.42452
miR166e-5p	0	−0.49789	−0.68724	−1.10023	−1.47964	−1.73891
miR390b-3p	0	−0.32255	−0.76324	−0.65686	−1.66625	−1.99135
miR395a	0	−0.52798	−0.63659	−0.29058	−1.43631	−1.91425
miR395b	0	−0.30231	−0.53107	−0.43895	−1.02895	−2.04242
miR395c	0	−0.30231	−0.53107	−0.43895	−1.02895	−2.04242
miR395d	0	−0.52798	−0.63659	−0.29058	−1.43631	−1.91425
miR395f	0	−0.30231	−0.57998	−0.43895	−1.02895	−2.04242
miR396a-3p	0	−0.16376	−0.71517	−0.7776	−1.56218	−2.04976
miR408-5p	0	−0.44974	−0.17004	−0.65167	−1.20912	−1.72316
miR5012	0	−0.37776	−0.43595	−0.68763	−1.5225	−1.78667
miR5024-3p	0	−0.59768	−0.10816	−0.63027	−1.32052	−2.05354
miR5634	0	−0.19003	−0.51725	−0.68077	−0.88666	−1.19981

### miR396 promote photomorphogenesis by tuning *GRF* levels

In de-etiolating seedlings, the degradome signatures were most frequently found for mRNAs targeted by members in the miR156/157 and miR396 families (Fig. 5a). miR157d directly targets *HY5* to desensitize the light signals during photomorphogenesis [25], but the functions of miR396 in photomorphogenic development remain obscure.

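Queries that share at least 16 nt with a miRNA were counted by family, with each target gene counted once per family over both libraries. Those of miR156 and miR157 together had records at 13 genes and those of miR396 at 12. miR161 had 11 target genes and miR169 had 9, and the next families, miR158 and miR165, had 5 each. A gene reached by queries of more than 1 family counts for each of them. These are counts without replicates, and the differences among the first 4 families are of at most 4 genes.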

**Fig. 5:**
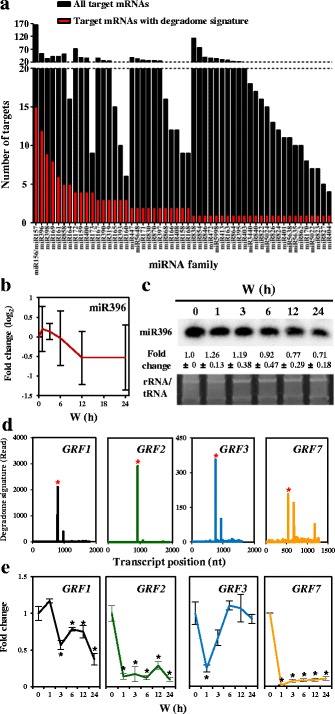
miRNA families with identified targets and the expression patterns of miR396–*GRF* regulatory pairs in de-etiolating seedlings. **a** Expressed miRNA families with predicted (*black*) or identified (*red*) target cleavages in de-etiolating *Arabidopsis*. **b** Expression of miR396 is transiently upregulated and gradually decreased on W exposure. Data are mean ± SD from three biological replicates of sRNA sequencing. **c** Northern blot analyses confirmed the expression of miR396 in de-etiolating *Arabidopsis*. One representative gel image is shown. Data are mean ± SD for the relative expression from three biological replicates. SYBR-Gold-stained rRNA/tRNA was a loading control. **d** Degradome T-plot marked the miR396-mediated *GRF1/GRF2/GRF3/GRF7* mRNA cleavage in de-etiolating seedlings. Red asterisks indicate the degradome signatures detected at expected cleavage sites for *GRF1, GRF2, GRF3* and *GRF7*. **e** Light regulation of *GRF1*, *GRF2*, *GRF3* and *GRF7*. Data are mean ± SD from three technical replicates of one representative qRT-PCR experiment. * *p* < 0.01 in Student’s t-test. Three biological replicates were performed with similar results

The expression of miR396 was slightly decreased upon light treatment (Fig. 5b and c). miR396 can target 7 *GROWTH REGULATING FACTOR*s (*GRF*s) [37, 38], and the cleaved signatures of all 7 *GRF*s were detected in our degradome analysis (Additional file 1: Table S5). 

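miR396a-5p had a mean of 1513 RPM (SD 1287, n = 3) at W0 h, 1803 RPM (SD 1521) at W3 h and 1110 RPM (SD 920) at W24 h. Its level at W0 h was 2412 and 2089 RPM in replicates 1 and 2 and 39.4 RPM in replicate 3. The log2 change was 0.28 at W3 h and -0.44 at W12 h. At W24 h it was -0.21 (standard error 0.24, adjusted p = 0.533 from limma), lower in 2 of 3 replicates. After rescaling to a median miRNA ratio of 0 the direction at W24 h was the opposite, with 0.19 (adjusted p = 0.401), and without replicate 3 it was -0.45 (adjusted p = 0.0374). miR396b-5p changed by -0.83 at W24 h (standard error 0.35, adjusted p = 0.0727) and by -1.47 without replicate 3 (adjusted p = 1.5e-06). All 7 *GRF*s had a record in dark, and 6 of them also had one in light, each of category 0 and within the coding sequence. The query of all 13 records was SRNA23987790, a 19-nt sequence (UUCCACAGCUUUCUUGAAC) that equals the first 19 nt of miR396a-5p and miR396b-5p and is not among the deposited siRNAs.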

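At the miR396 site, *GRF1* (AT2G22840) had 2100 reads in dark and 850 in light, which is 43.1 and 18.4 RPM of mapped reads. *GRF2* (AT4G37740) had 2920 and 479 reads, 59.9 and 10.4 RPM, and the ratio of light to dark was 0.173. For *GRF3* (AT2G36400) the reads were 357 and 152, or 7.32 and 3.29 RPM. *GRF7* (AT5G53660) had 208 reads in dark, 4.27 RPM, and no record in light. In dark these were 5.50% of the reads on its transcript. Records hold only sites that pass the category and p-value limits, so the light reads at the *GRF7* site are not known here. *GRF9* (AT2G45480) had 178 reads in dark and 86 in light, *GRF8* (AT4G24150) had 37 and 19, and *GRF4* (AT3G52910) had 9 and 7. Ratios of light to dark in RPM ranged from 0.173 for *GRF2* to 0.821 for *GRF4*. The site's share of reads on its transcript in dark and light was 39.1% and 36.1% for *GRF1* and 64.5% and 51.2% for *GRF2*. It was 19.4% and 14.4% for *GRF3*, 37.2% and 33.9% for *GRF9*, 21.1% and 25.0% for *GRF8*, and 8.41% and 5.19% for *GRF4*. The paper reports lower mRNA of *GRF1*, *GRF2*, *GRF3* and *GRF7* in light. The RPM ratios thus do not by themselves measure cleavage per transcript. With 1 library per condition, these differences have no replicate error to be compared with. The sites lie on TAIR10 chromosome 2 from 9729946 to 9729965 (*GRF1*, exon 3 of 4) and from 15271745 to 15271764 (*GRF3*, exon 3 of 4), on chromosome 4 from 17726404 to 17726423 (*GRF2*, exon 3 of 4) and on chromosome 5 from 21795147 to 21795166 (*GRF7*, exon 2 of 3). The site sequence in *GRF1*, *GRF2*, *GRF3* and *GRF4* was GTTCAAGAAAGCCTGTGGAA.

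**Figure D4:**
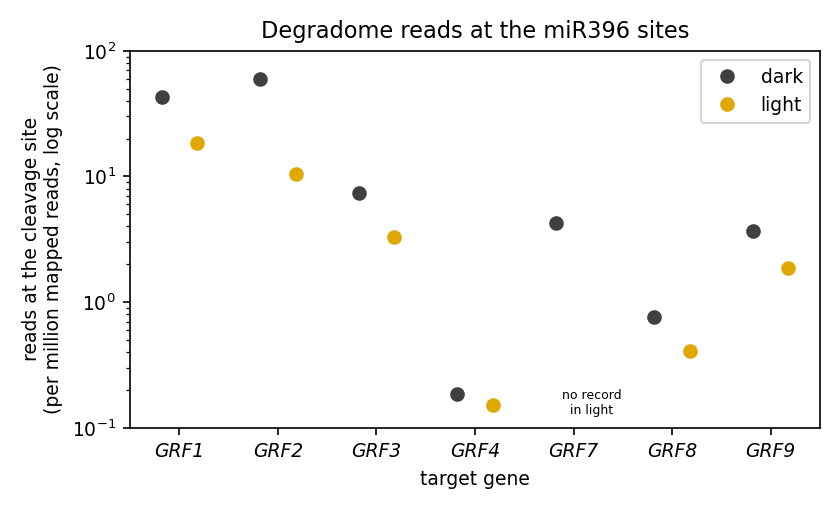
Degradome reads at the miR396 site in RPM of mapped reads (vertical axis, log scale) for 7 *GRF*s (horizontal axis). Points stand for the single dark and light libraries. *GRF2* is at 59.9 in dark and 10.4 in light, and *GRF7* has no record in light.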

*GRF1*, *GRF2*, *GRF3* and *GRF7* showed relatively higher degradome signature reads amongst the *GRF*s (Fig. 5d), and all showed clear down regulation under light (Fig. 5e). *GRF1*, *GRF2* and *GRF3* cooperatively regulate leaf and cotyledon development [39], whereas *GRF7* is a transcriptional repressor of abscisic acid and osmotic stress-responsive genes [40]. However, their functions in photomorphogenesis remain unknown.

To assay the regulatory roles of miR396–*GRF* pairs in photomorphogenesis, we first isolated and analyzed the *mir396a* single mutant (SALK_064047; Additional file 2: Figure S2a). Although overall miR396 levels were reduced, the phenotypes of the *mir396a* mutant were indistinguishable from that of the wild type under dark or light (Additional file 2: Fig. S2a and b). Possibly, the residual amount of miR396b in *mir396a* is sufficient for normal seedling development (Additional file 2: Figure S2a).

Because both miR396a and miR396b can suppress *GRFs* [38], we sought to simultaneously sequester these two miRNAs by generating target mimicry lines (*MIM396*) (Fig. 6a). The levels of *GRF1*, *GRF2*, *GRF3* and *GRF7* were indeed increased in two independent *MIM396* lines (Fig. 6a). The *MIM396* lines showed elongated hypocotyl length under 50 μE white light (Fig. 6b), which suggests that functional miR396 can positively regulate photomorphogenesis. We also examined the hypocotyl lengths of the *MIR396A* overexpression line (*MIR396Aox*) [38] and found that light sensitivity was not further exaggerated (Additional file 2: Figure S2c and d), so the endogenous miR396 pool may be at a saturated level for its functions in light responses.

**Fig. 6:**
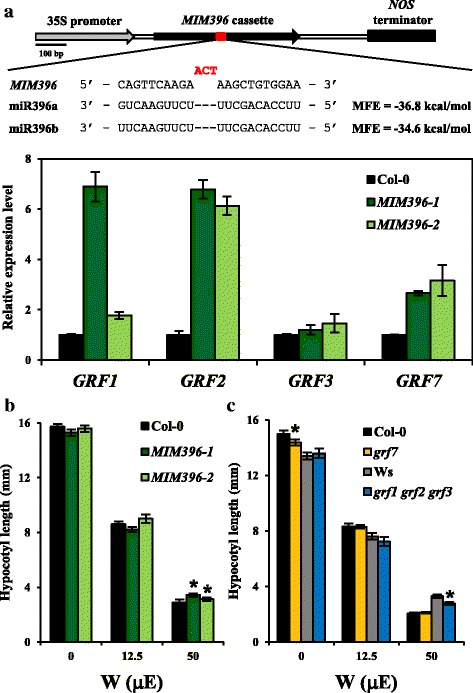
miR396 positively regulate photomorphogenesis by suppressing *GRF* levels. **a** Illustration of the *35S:MIM396* (*MIM396*) target mimicry construct. The nucleotides generating a bulge at the miR396 target site is highlighted in *red*. Minimum free energy (MFE) for *MIM396* binding to miR396a and miR396b was calculated by RNAHybrid. The expression of *GRF1*, *GRF2*, *GRF3* and *GRF7* is increased in the two independent *MIM396* T_4_ lines. Data are mean ± SD calculated from three technical replicates. Three biological replicates were performed with similar results. **b** The *MIM396* T_4_ homozygous lines show long hypocotyl length under W at 50 μE. Data are mean ± SE of hypocotyl length for one representative result. * *p* < 0.01 by Student’s t-test, *n* ≥ 30. Three biological replicates were performed with similar results. **c** The *grf1 grf2 grf3* triple mutant and the *grf7* single mutant shows shorter hypocotyl than their corresponding wild types, Ws and Col-0, under W and dark conditions, respectively. * *p* < 0.01 by Student’s t-test, *n* ≥ 30. Data are one representative result from three biological replicates performed with similar results

To further understand the mechanistic roles of miR396 in photomorphogenesis, we examined the hypocotyl lengths of *grf1 grf2 grf3* and *grf7* mutants. Compared to wild-type Ws, the *grf1 grf2 grf3* triple mutant showed short hypocotyl under 50 μE white light, which indicates that the three *GRF*s act as negative regulators of photomorphogenesis. In contrast, *grf7* showed a short hypocotyl only under dark (Fig. 6c). Together with the quick repression of *GRF7* expression by light (Fig. 5e), the major function of *GRF7* is likely to promote hypocotyl elongation under dark. In sum, miR396 can act as a positive regulator of hypocotyl elongation by suppressing the negative regulator *GRF*s*.*

### Varied length and target properties of siRNAs in *Arabidopsis* seedlings

Among the expressed siRNAs in de-etiolating seedlings, 164 are capable of mediating target cleavage (Additional file 1: Table S6). Among them, 70 (> 40%) are 24 nt long (Fig. 7a), which is quite different from the typical 21- or 22-nt miRNAs/phasiRNAs that mediate target mRNA cleavage [14, 19, 41]. 

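The cleavage events of siRNAs came from 214 of them. At a CleaveLand p-value of at most 0.01 the number of siRNAs was 83, at a category of at most 1 it was 161, and 74 siRNAs had an event found in both libraries. Without the siRNAs that share at least 16 nt with a miRNA or 17 nt with a phasiRNA, 151 were left.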

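Of the siRNAs with an event, 71 (33.2%, 95% interval 27.2% to 39.7%) were 24 nt long and 57 (26.6%, 21.2% to 32.9%) were 21 nt long. There were 34 of 20 nt, 27 of 22 nt and 25 of 23 nt. Among the 151 siRNAs left without those that share a stretch with a miRNA or phasiRNA, a comparison added after seeing the data, 69 (45.7%, 38.0% to 53.6%) were 24 nt long.

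**Figure D5:**
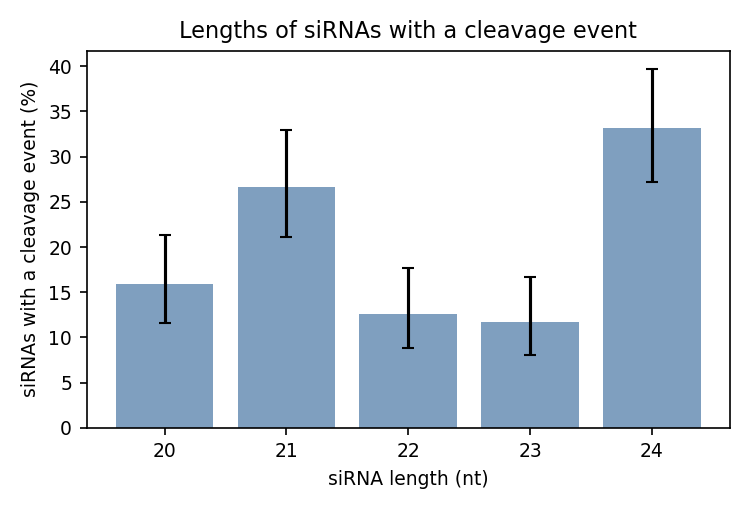
Share of the 214 siRNAs with a cleavage event (vertical axis, %) by length (horizontal axis, nt). Bars are shares over both degradome libraries and error bars are 95% Wilson intervals. The bar at 24 nt is at 33.2% and the bar at 21 nt at 26.6%.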

Most target genes with degradome signatures for both miRNAs/phaiRNAs and siRNAs are protein coding genes (Fig. 7b). 

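The siRNA events fell in 201 genes, and the annotation lists 83.6% of them (95% interval 77.8% to 88.1%) as protein-coding. Another 17 (8.46%, 5.35% to 13.1%) are annotated as pseudogenes and 6 as transcribed pseudogenes. The rest were 5 ncRNA genes, 2 lncRNA genes, 1 miRNA gene, 1 rRNA gene and 1 gene that does not lie on chromosomes 1 to 5.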

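The annotation used here has no class for transposable elements (TEs), so genes annotated as pseudogenes were counted. In the 17 genes annotated as pseudogenes, siRNAs had 30 cleavage sites, 7 found in dark and 27 in light. Of these sites, 14 lie in AT4G06477 (chromosome 4, 3060975 to 3065294, minus strand). They were found in light only, between transcript positions 3825 and 4251, and all are of category 2, for which the dark library has no record of any gene. Leaving that gene out, 16 sites in 16 genes remain. At a category of at most 1 the number of sites was 14, at a CleaveLand p-value of at most 0.01 it was 6, and 4 sites were found in both libraries. Target genes of miRNAs and phasiRNAs were not compared here.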

Intriguingly, 30 cleavage events from the actions of siRNAs were identified from 18 transposable elements (TEs), which is significantly higher than the number targeted by miRNAs/phasiRNAs (*p* = 3.2 × 10^−3^ by Fisher’s exact test). Most siRNA-targeted transposons are in the gypsy-like retrotransposon and CACTA-like transposase family. 

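The siRNAs behind these 30 sites numbered 26. Their sequences were searched on chromosomes 1 to 5, and 25 had an exact match. For 9 siRNAs a match lay inside a gene annotated as a pseudogene, and for 5 of the 26 a match lay inside the gene they target. These 5 siRNAs had 258, 99, 34, 53 and 231 exact matches, of which 1 each lay inside the target. The matches therefore cannot tell whether they derive from it. Of the 12 siRNAs left without those that target AT4G06477, 5 had a match inside a gene annotated as a pseudogene and 1 inside the gene it targets.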

Eleven sRNAs that mediate TE mRNA cleavage are also derived from annotated TEs, with 4 sRNAs derived from their target loci (Additional file 1: Table S6), so these TEs may be capable of self-suppressing through TE-derived siRNAs and self-targeted cleavage. 

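From sRNAs that cleave TE mRNAs and derive from TEs, some of them from their own targets, the paper proposes that these TEs may suppress themselves. Of the 26 siRNAs with a site in a gene annotated as a pseudogene, 19 were 24 nt long. Without AT4G06477, 9 of 12 siRNAs were of that length, and 13 of the 16 sites had a 24-nt siRNA, against 10 of the 14 sites in AT4G06477.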

Among the 30 cleavage events derived from TE mRNAs, 23 potentially resulted from cleavage mediated by 24-nt siRNAs. The 24-nt siRNAs derived from transposable elements can mediate silencing of their original transposable elements via RNA-dependent DNA methylation (RdDM) [17, 18]. Our results suggest that in addition to RdDM, siRNA-mediated cleavage may function as an additional mechanism to prevent TE mRNA accumulation, which may escape from incomplete RdDM.

**Fig. 7:**
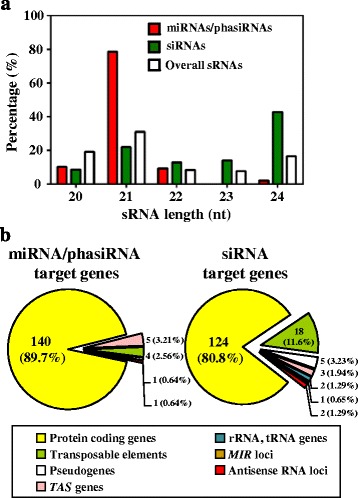
siRNA sizes and target gene features in de-etiolating seedlings. **a** Length distribution of sRNAs with targeted cleavage signatures identified (*red* and *green*). **b** Categorization of mRNAs with degradome signatures from targeted cleavage by miRNAs/phasiRNAs or siRNAs

## Discussion

### Light regulates miRNA-target pairs in photomorphogenic development

In addition to the previously discovered miR157d–*HY5* and miR319–*TCP* pairs [25], we found additional miRNA–target pairs that positively regulate photomorphogenesis. In this study, miR168 could tune down *AGO1* level under light (Fig. 3), which can counteract the actions of sRNAs stabilized by the light-induced *HEN1* expression. miR396 can act as positive regulators of photomorphogenesis by suppressing *GRF1*, *GRF2*, *GRF3* and *GRF7*. The *grf7* mutant shows shorter hypocotyl length under dark, so it may positively regulate hypocotyl elongation under dark. Under light conditions, the *grf7* mutant phenotype is comparable to that of the wild type possibly because light also markedly represses *GRF7* expression (Fig. 5e, Additional file 1: Table S8).

We cannot rule out that light down-regulates the expression of *GRFs* at the transcriptional level. However, the detection of the miR396-mediated cleavage events on *GRFs* (Additional file 2: Table S5) suggested that miR396 indeed functions to optimize the *GRF* mRNA levels during de-etiolation. GRFs are known as transcription activators [42]; hence, future investigation of GRF downstream genes will help demystify genes regulated by the miR396-*GRF* lineage and provide a future research direction for their contribution in photomorphogenic development.

### sRNAs regulate photomorphogenesis from multiple angles

Our results in Fig. 2 and Additional file 2: Figure S1 showed that abundant sRNAs have a better likelihood of mediating target mRNA cleavage during photomorphogenic development. Also, despite no negative correlation between the expression of miR168/miR396 and their target mRNAs (Figs. 3 and 5), degradome signatures from their target mRNAs were observed (Additional file 1: Table S5, Fig. 5). This finding indicated that although light does not affect the accumulation of miR168 and miR396, these miRNAs can contribute to the expression repression of their target mRNAs in de-etiolating seedlings. The steady-state mRNA transcriptome during photomorphogenic growth likely is a finely orchestrated balance between the well-studied transcriptional regulation by light signals and target mRNA cleavage mediated by small regulatory RNAs as examples shown in this study.

Combined with our previous [25] and current discovery, sRNAs could fine-tune the expression of both positive (*HY5*) and negative (*TCPs*, *AGO1*, *GRF*s) regulators of photomorphogenesis (Fig. 8). Clearly, as key regulators of these complex and interlocked regulatory circuits, the whole plethora of sRNAs is crucial for an optimal transcriptome during photomorphogenesis. This observation also explains why mutations of single *MIR* or target gene usually show less prominent phenotypic changes (Fig. 6), as compared with mutants with a defective miRNA pathway [23–25, 30, 43–46]. We have observed a considerable amount of degradome signatures that were predicted to be results of siRNA-mediated mRNA cleavage. This suggests that, in addition to miRNAs, siRNAs also contribute considerably to down regulate their target mRNAs in de-etiolating seedlings. Further investigation of the miRNA- and siRNA-target pairs will continue to shed light on post-transcriptional regulation of photomorphogenic growth.

**Fig. 8:**
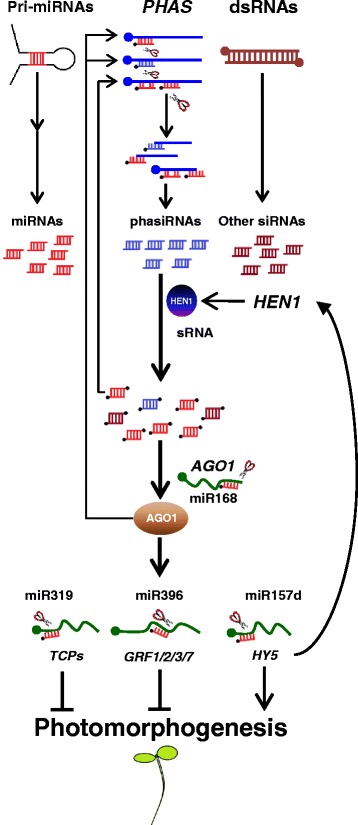
A proposed model for sRNA-mediated gene expression regulation during photomorphogenesis

Finally, our observation suggests that siRNA-mediated TE mRNA cleavage may serve as an additional mode of TE silencing (Fig. 7). In *Arabidopsis*, TE mRNAs could also be cleaved by miR859 [47] and a tRNA-derived small RNA via the association with AGO1 in pollens [48]. In *Drosophila* germ cells, Piwi-interacting RNAs (piRNAs) can interact with Aubergine (Aub) or AGO3 for the cleavage of TE mRNAs [49, 50]. It remains to be clarified with which AGO protein(s) siRNAs interact for silencing plant TE mRNAs.

## Conclusions

Photomorphogenesis is a coordinated result of gene expression regulation at multiple levels. Our analyses revealed multiple sRNA–mRNA pairs contributing to this important development process. We also confirmed a comprehensive impact of sRNAs on regulating post-transcriptional gene expression during de-etiolation in *Arabidopsis*. sRNAs target multiple positive and negative regulators of photomorphogenesis, offering sophisticated fine-tuning power for regulating gene expression during de-etiolation. The potency of an sRNA in target cleavage is primarily determined by its abundance, adding an extra regulation dimension in addition to target recognition.

## Methods

### Plant materials and growth conditions

Seeds of wild-type *Arabidopsis*, Col-0, L*er*, Ws, T-DNA insertion lines SALK_064047 (*mir396a*) and SAIL_1256_F08 (*grf7*) were acquired from stock centers, ABRC or NASC. Homozygous lines of T-DNA insertion lines were screened and confirmed for phenotype observation. The *grf1 grf2 grf3* triple mutant and *35S:MIR396aox* lines were kindly provided by Drs. Jeong Hoe Kim and DiQiu Yu, respectively. For phenotype observation, *Arabidopsis* seeds were surface-sterilized with 30% bleach and sown on half-strength Murashige and Skoog medium (Duchefa) without supplementing vitamin or sucrose, with 0.8% phyto agar at tissue culture grade (Duchefa, CAS number 9002–18-0). Seeds were stratified (4 °C for 4 days in the dark) to synchronize germination, then exposed to white light for 1 h to stimulate germination, and transferred to different light (W) conditions at 22 °C (Dark, W 12.5 and 50 μE for 4 days). The white light source was a PHILIPS LIFEMAX T-LD 18 W/840 T25 cool white tube. Hypocotyl lengths of seedlings were measured by using ImageJ v1.47 [51]. The means and SEM were calculated from more than 30 seedlings. At least 3 biological replicates for each line were used for each experiment.

### Construction of *MIM396* lines

Primer sequences used in this study are listed in Additional file 1: Table S10. *35S:MIM396* target mimicry lines were generated as described [52]. Briefly, the genomic fragment of *IPS1* was amplified by using the iProof High-fidelity PCR kit (Bio-Rad) and cloned into the pGEMT-easy vector (Promega). The miR399 target site on original *IPS1* sequence was modified to sequester miR396a/b, as shown in Fig. 6a, by overlapping PCR during construction [52]. All constructs were then subcloned into the pCambia-1390 binary vector (CSIRO) digested with *Sal*I and *Sac*I. The constructs were transformed into *Agrobacterium tumefaciens* GV3101 strain, and introduced into *Arabidopsis* Col-0 by floral dipping. Two independent homozygous transgenic lines per construct were used for further analyses.

### RNA sequencing and data analyses

For sRNA sequencing and data analyses, 4-d-old dark-grown *Arabidopsis* Col-0 seedlings were exposed to white light (100 μE) for 1, 3, 6, 12 and 24 h. The aerial tissues of approximately 5000 seedlings were collected for RNA isolation. Ten to 15 μg total RNA was size fractionated on 15% Tris-Borate-EDTA-Urea gel. sRNAs ranging from 17 to 30 nucleotides were gel-purified and used for cDNA library construction (Illumina Truseq for replicates 1 and 2, Small RNA v1.5 for replicates 3) and sequencing with the use of an Illumina HiSeq 2500. Twelve barcoded samples were sequenced in one single flowcell (a total of 240 M reads output per flowcell) at a read length of 50 nt. The adaptor-trimmed reads with size >18 nt were mapped to the *Arabidopsis* TAIR10 genome by using Bowtie [53] with the parameters -f –n 0 –e 80 –l 18 –a –m 5 –best –strata. For miRNA profiling, reads that perfectly matched to mature miRNA sequences were counted, normalized to total mapped reads of 20–24 nt and were shown as reads per million reads (RPM). Reads that mapped to miRNA families (e.g., miR156) were weighted by dividing the read count and equally assigning to each miRNA family member. For siRNA quantification, the Bowtie parameters were -f –n 0 –e 80 –l 18 –a –v 2 –best –strata. For phasiRNAs, the prediction of *PHAS* loci involved use of the UEA sRNA Workbench [54]. In brief, adaptor-trimmed reads longer than 16 nt were mapped to the TAIR10 genome, and the 21-nt phasing register was set to detect phasing within a 251-nt window, based on hypergeometric distributions described previously [14]. Among the uniquely mapped miRNA/siRNAs, only those with read counts ≥5 in ≥1 time point for all 3 biological replicates were considered expressed. Light-regulated sRNAs were defined as sRNAs with *p* < 0.05 on Student’s t-test compared to dark treatment (W0 h) for all 3 biological replicates. For mRNA transcriptome analysis, the RPKM for sRNA target genes were analyzed by using datasets published previously [12]. Potential targets included those predicted by use of psRNATarget [55] (with UPE = 25, expectation = 3), miRNA targets identified in previous studies [25, 37] and miRNA targets detected in our degradome analysis (see Additional file 1: Table S5). Expressed genes had RPKM > 0.01 in at least one time point in both biological replicates. The transcript levels of target genes with degradome signatures are in Additional file 1: Table S5 and S6.

For degradome sequencing, 100 μg total RNA was isolated from 4-d-old dark-grown seedlings and mixtures of 4-d-old dark-grown seedlings exposed to 1, 3, 6, 12 and 24 h of light. Degradome sequencing was performed as described [56–58]. Putative cleavage sites were identified by using Cleaveland v4.4.3 [32, 59]. Those with CleaveLand category ≤ 2, *p* ≤ 0.05 and at least 5 reads at the predicted cleavage site were reported as valid targeting events.

### Northern blot analysis and qRT-PCR

In total, 20 to 50 μg total RNA was separated on 15% TBE-Urea gel (Invitrogen). SYBR-Gold (Life Technologies) was used for visualizing RNAs on gels. RNAs were then transferred to Hybond-N+ Nylon membrane (GE Healthcare), by using Transblot SD Semi-Dry Transfer Cell (Bio-Rad) and hybridized with γ-^32^P-labeled miRNA probes as indicated at 37° Celsius overnight in UltraHyb Oligo buffer (Ambion). Hybridized blots were washed and exposed to Phosphoimager (GE Healthcare), then analyzed by using Typhoon FLA 7000 (GE Healthcare Life Sciences), as described [14]. Images were quantified by using ImageJ v1.47 [51]. For qRT-PCR, cDNA was synthesized from 2 μg total RNA from 4-d-old de-etiolating *Arabidopsis* seedlings. The SuperScript II RT kit (Invitrogen) was used for reverse transcription of mRNA. For qRT-PCR, cDNA with 0.25 ng equivalence of mRNA was used as a template for each sample. PCR amplification and detection was as described [60]. Primers are in Additional file 1: Table S8. Data for one representative biological replicate were shown in Figs. 3c, 5e and 6a. Results for 2 additional biological replicates were shown in Additional file 2: Figure S3.

## Additional files

Additional file 1: **Table S1.** Sequencing and mapping statistics. Description: Contains the number and percentage of mapped sRNA reads in sRNA and degradome sequencing. **Table S2.** Expressed miRNAs in de-etiolating *Arabidopsis* seedlings. Description: Contains the expression level of expressed miRNAs, with RPM and fold changes. **Table S3.** Expressed phasiRNAs in de-etiolating seedlings. Description: Contains the expression level of expressed phasiRNAs, with the corresponding *PHAS* locus, RPM and fold changes. **Table S4.** Expressed siRNAs in de-etiolating seedlings. Description: Contains the expression level of expressed siRNAs, with the sequence, length, RPM and fold changes. **Table S5.** miRNA-mRNA and phasiRNA-mRNA pairs from cross comparisons of sRNA transcriptome and mRNA degradome. Contains the information of miRNA/phasiRNA-mediated target cleavage, including locus number, CleaveLand categories, *p*-values and target mRNA levels. **Table S6.** siRNA-mRNA pairs from cross comparisons of sRNA transcriptome and mRNA degradome. Contains the information of siRNA-mediated target cleavage, including locus number, CleaveLand categories, *p*-values and target mRNA levels. **Table S7.** Expression levels of *GRF*s. Contains the expression level of *GRF*s under dark and light. **Table S8.** Primers used in this study. Contains sequences of the primers that are used in this study.

Additional file 2: **Figure S1.** miRNAs/siRNAs with target cleavage tend to be more abundant than miRNAs/siRNAs that did not show target cleavage signatures. Contains supplemental figure and legend showing K-S test results of siRNA abundance. **Figure S2.** Molecular and phenotypic analyses of *mir396a* mutant and *MIR396aox* lines. Contains supplemental figure and legend showing the examination of *mir396a* mutant and *MIR396aox* lines. **Figure S3.** qRT-PCR results of two additional biological replicates for a *AGO1* and b, c *GRF* shown in Figs. 3c, 5e and 6a, respectively. Contains supplemental figure and legend showing the qRT-PCR results of two additional biological replicates in this study.

## Abbreviations

AGO1: ARGONAUTE1
Aub: Aubergine
B: blue
COP1: CONSTITUTIVE PHOTOMORPHOGENESIS 1
cry: cryptochrome
FR: far-red
GRF: GROWTH REGULATING FACTOR
HEN1: HUA ENHANCER1
HST: HASTY
HY5: ELONGATED-HYPOCOTYL 5
HYL1: HYPONASTIC LEAVES 1
K-S test: Kolmogorov-Smirnov test
miRNA or miR: microRNA
*PHAS*: phasiRNA-generating loci
phasiRNAs: phased siRNA
phy: phytochrome
piRNA: Piwi-interacting RNA
R: red
RdDM: RNA-dependent DNA methylation
RPM: read per million reads
siRNA: small interfering RNA
sRNA: small regulatory RNA
*TAS*: trans-acting siRNA-generating loci
TCP: TEOSINTE BRANCHED 1 CYCLOIDEA AND PCF TRANSCRIPTION FACTOR
TE: transposable element

# Supplementary material for: Unraveling multifaceted contributions of small regulatory RNAs to photomorphogenic development in Arabidopsis
**Source:** BMC Genomics. 2017 Jul 24;18:559. doi: 10.1186/s12864-017-3937-6
**Supplement:** Supplementary file 2 — Figure S1. miRNAs/siRNAs with target cleavage tend to be more abundant than miRNAs/siRNAs that did not show target cleavage signatures. Contains supplemental figure and legend showing K-S test results of siRNA abundance. Figure S2. Molecular and phenotypic analyses of mir396a mutant and MIR396aox lines. Contains supplemental figure and legend showing the examination of mir396a mutant and MIR396aox lines. Figure S3. qRT-PCR results of two additional biological replicates for a AGO1 and b, c GRF shown in Figs. 3c, 5e and 6a, respectively. Contains supplemental figure and legend showing the qRT-PCR results of two additional biological replicates in this study.

**Figure S1**

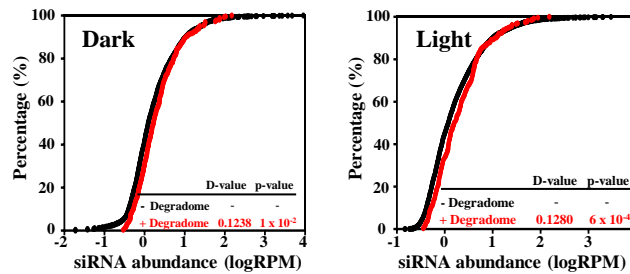

**Figure S1**

miRNAs/siRNAs with target cleavage tend to be more abundant than miRNAs/siRNAs that did not show target cleavage signatures. KS plot showing distribution of siRNAs. + Degradome (red) indicates siRNA with target mRNA signature identified; - degradome indicates expressed siRNAs without target signature identified in de-etiolating seedlings. Data are calculated from average of three biological replicates. p-values and D-values were calculated from KS test.

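A Kolmogorov-Smirnov plot draws, for each level on the horizontal axis, the share of siRNAs at or below it, and D is the largest vertical distance between the curves of siRNAs with and without a degradome signature. The level of an siRNA is its mean RPM over 3 replicates. D ranges from 0 for curves that coincide to 1 for distributions that do not overlap, and it does not say at which level the curves part.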

Figure S2

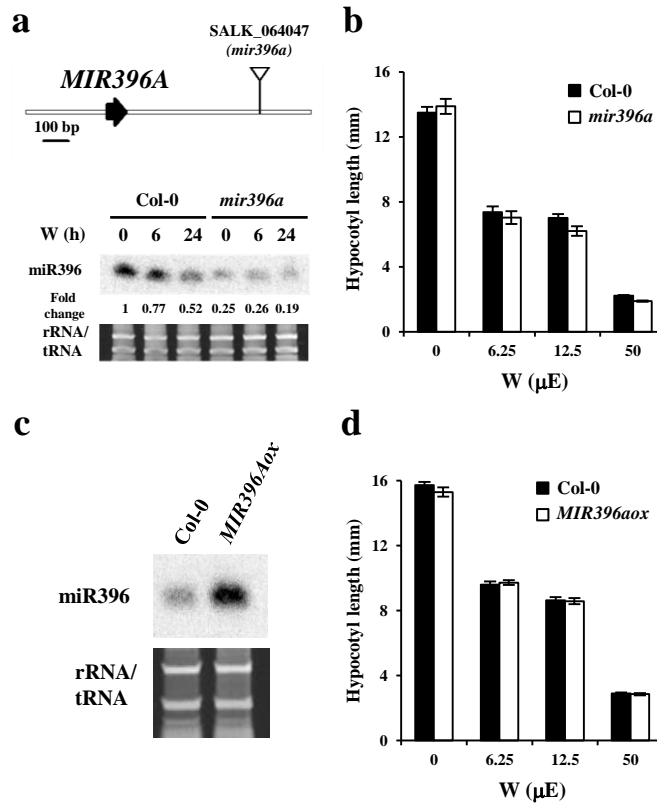

Figure S2

Molecular and phenotypic analyses of *mir396a* mutant and *MIR396aox* lines. **a** Illustration of T-DNA insertion site and the confirmation of reduced miR396 levels in *mir396a* (SALK\_064047). **b** Comparable hypocotyl lengths between *mir396a* mutant and wild-type Arabidopsis under both dark and W conditions. One representative result is shown,  $n \geq 30$ . Three biological replicates were performed with similar results. **c** Northern blot analysis of confirmed overexpression of miR396 in *MIR396aox* line. Four-d-old dark-grown seedlings were used for RNA isolation. SYBR-Gold stained rRNA/tRNA was a loading control. **d** Comparable hypocotyl lengths between *MIR396aox* line and wild-type Arabidopsis under dark and W conditions. One representative result is shown,  $n \geq 30$ . Three biological replicates were performed with similar results.

Figure S3

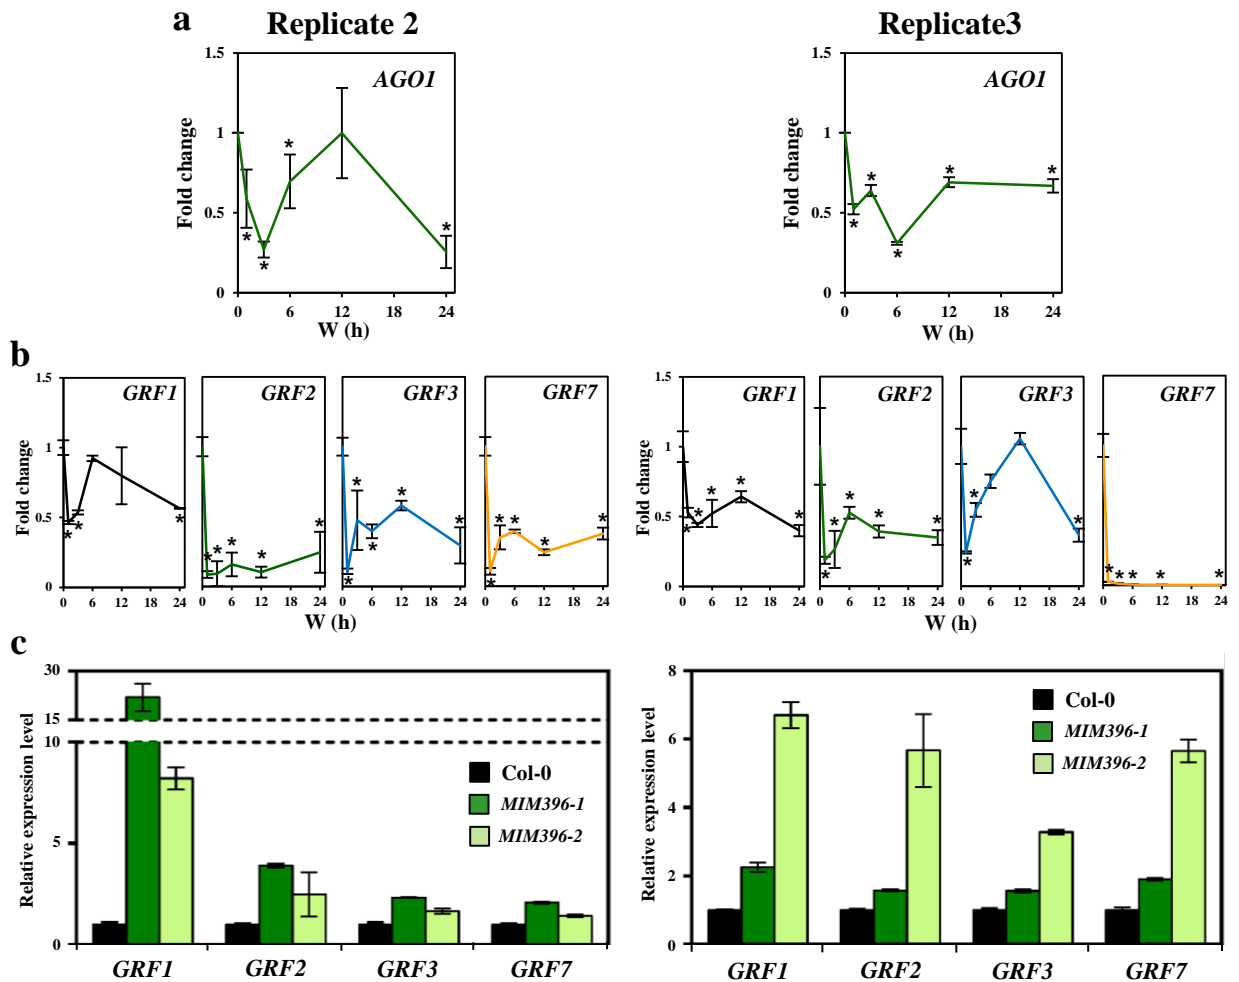

Figure S3

qRT-PCR results of two additional biological replicates for **a** *AGO1* and **b, c** *GRF* shown in Fig. 3c, 5e and 6a, respectively. Data were shown as mean  $\pm$  SD from three technical replicates. Asterisks indicate  $p < 0.01$  in Student's t-test.

How the deposited data were processed for this re-analysis (not part of the article)

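sRNA levels were measured by sequencing in 18 libraries of *Arabidopsis* Col-0 seedlings, which were dark-grown for 4 d (W0 h) and then exposed to white light for 1, 3, 6, 12 or 24 h, with 3 biological replicates per time point. mRNA cleavage was measured by degradome sequencing in 1 dark library and 1 light library, the latter an equal mixture of the 5 light time points. Groups were formed from the time point and replicate in the sample labels.

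The RPM values are the authors' own: adaptor-trimmed reads were mapped to TAIR10 with Bowtie, reads equal to a mature miRNA were counted and, by the Methods, divided among the members of its family, and the counts were normalized before they were deposited. The table of these values calls its unit TPM in its header, and the supplementary tables call the same values RPM. The unit of the siRNA values was checked by recovering whole reads, and all gave whole reads on the number of all mapped reads of their library. The number of mapped 20–24 nt reads was not counted. It was inferred as the total on which the most phasiRNA values give whole reads. All of them did, but the total was chosen for this, so it is no independent check of their unit. By the Methods, the miRNA values are on the 20–24 nt total. They differ from the supplementary table by at most 0.05 RPM. The degradome values fall under other: the authors deposited CleaveLand records as text, each with the raw number of degradome reads at every position of the transcript, the category of the site and its p-value. The records were made with TAIR10 cDNAs as transcripts, a p-value of at most 0.05 and a category of at most 2. Each p-value in these records is the authors' deposited value and was not recomputed. The deposited table has 0 columns that were not used.

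Mapped reads per sRNA library ranged from 17579785 to 21516866 (median 18742130), and the inferred 20–24 nt mapped reads from 13426228 to 20445034 (median 15958438). The degradome libraries had 48766970 (dark) and 46178774 (light) mapped reads. Shares are given with 95% Wilson intervals.

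Changes in sRNA levels were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) on log2 of RPM plus 0.1. The 18 libraries were fitted together with the time point and the replicate as terms, each time point was compared with W0 h, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. An sRNA with an unadjusted p-value under 0.05 at any of the 5 time points was counted as light-regulated, since the paper uses that threshold. The replicate was a term because the authors form fold changes within replicates and because replicate 3 was made with another kit. To see whether the replicate numbers pair the samples, libraries of the same replicate were correlated after each time point's mean was removed from its libraries. The median r over 15 pairs of time points was 0.942, 0.944 and 0.979 in replicates 1, 2 and 3. Since replicate 3 was made with another kit, a kit difference alone would give high values. The check therefore cannot show that the numbers pair samples within replicates 1 and 2. siRNAs were tested from W0 h to W12 h, on the 2855 siRNAs above 0 in all 15 libraries, because the W24 h values of replicates 2 and 3 did not follow the other libraries. The Methods name Student's test against W0 h and do not give its form. It was run here as a one-sample test of the log2 fold changes within replicates against 0, a reading chosen here, and is called the paper's test. It needs a value above 0 in each library compared. Distributions were compared by the Kolmogorov-Smirnov D and medians by their difference, with 2-sided permutation tests of 100000 resamples and seed 20170724. These used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and the plots used matplotlib 3.10.9.

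An siRNA record was one whose query is listed among the 4255 deposited siRNAs of 20–24 nt. Records with at least 5 reads at the site were kept, as in the paper, and a site found in both libraries or by several siRNAs was counted once. Queries were related to a miRNA when they share at least 16 nt with it and to a phasiRNA when they share at least 17 nt. Coordinates are those of TAIR10, and gene classes come from the annotation of the reference genome, which has no class for transposable elements.

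The alternatives were other pseudocounts (1 and 0.01 RPM), no replicate block, each library rescaled to a median log2 miRNA ratio of 0, a minimum mean of 10 RPM for miRNAs or 1 RPM for phasiRNAs and siRNAs, eBayes without a trend, each replicate left out, the paper's test, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, and each distinct sequence taken as 1 item. For the degradome they were a p-value of at most 0.01, a category of at most 1 or of 0, at least 10 reads, no minimum of reads, and sites found in both libraries. The main choices and these alternatives were set before the data were examined, and those added later are named as such where they are used.

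Names in the text follow a rule. They were drawn from the sRNAs, target genes and *PHAS* loci that the paper names, not all of which are given. The 3 miRNAs and 3 siRNAs with the largest rise and with the largest fall were added. These had to pass the adjusted threshold with 1 direction in all 3 replicates. The 3 cleavage events with the most reads in each degradome library were named as well. For siRNAs the rule was applied at W12 h in place of W24 h.

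The tests were tested on simulated data. limma called 96.2% of 52 changed items among 207 simulated miRNAs with 2 false calls among 155 unchanged ones. It called 100% of 14 changed items among 58 simulated phasiRNAs with 1 false call among 44. For simulated siRNAs it called 94.0% of 200 changed items among 2855, with 7 false calls among 2655. The simulated changes were of a fixed size, larger than that of most miRNAs at W24 h, and equal in all replicates. The real replicates differed, with median miRNA changes of -0.71, -0.49 and 0.04 at W24 h. These rates therefore do not describe the tests on the real libraries. The permutation test of D passed the threshold in 0 of 20 simulations without a difference and in 20 of 20 with a shift of 0.5.

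Cleavage events of miRNAs and phasiRNAs under their own names, mRNA levels, northern blots and phenotypes were not analysed here. The siRNA values at W24 h were not used in tests.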

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

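All tests in this part were chosen after the results they concern were seen, and the comparison itself, at W12 h, was chosen after the siRNA values at W24 h proved unusable.

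The paper's text reports no count of siRNAs changed by light. Among the 2855 siRNAs above 0 RPM in all 15 libraries from W0 h to W12 h, 153 passed the adjusted threshold at W12 h against W0 h, 41 higher and 112 lower, and 830 had an unadjusted p-value under 0.05. The signal is reported here because the paper's text does not report on it. Of the 153 siRNAs, 149 moved the same way in all 3 replicates. The real split of the 6 libraries was the only 1 of 10 splits with as many siRNAs past the threshold, and the next largest gave 1. With 10 splits no share under 0.1 can be reached, so the splits do not decide. Among the 4 splits that keep the libraries of each replicate on opposite sides, the real one was also the only 1 with as many.

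The siRNAs with the largest rise in all 3 replicates were SRNA22803624, SRNA11153156 and SRNA14975183. SRNA22803624 (UGGAACCCUGAACAGACUGC) went from 1.31 RPM (SD 1.38, n = 3) to 14.1 RPM (SD 12.3), a log2 change of 3.46 (standard error 0.35, adjusted p = 4.8e-05 from limma). SRNA11153156 (CCGAUGUCGUCCAGCGGUUAGGAU) changed by 3.15 (adjusted p = 0.00015), and 6 of its 7 exact matches in the genome lie in tRNA genes. SRNA14975183 (GAGAGAUGGCUGAGUGGACU) changed by 2.93 (adjusted p = 0.0015). The largest falls were those of SRNA17287604 with -1.69 (adjusted p = 0.0263), SRNA6330696 with -1.63 (adjusted p = 0.0241) and SRNA1208058 with -1.63 (adjusted p = 0.0238), each lower in 3 of 3 replicates. After each library was rescaled to a median miRNA ratio of 0, these 3 falls no longer passed the threshold (adjusted p = 0.0726, 0.0762 and 0.0681), and the 3 rises did. The rises lost it under other alternatives: SRNA14975183 without replicate 1 (adjusted p = 0.0626) and without replicate 2 (adjusted p = 0.242), and SRNA11153156 without replicate 2 (adjusted p = 0.0626). The 3 falls passed neither without replicate 1 (adjusted p = 0.335 to 0.376) nor without replicate 2 (adjusted p = 0.392 to 0.414). With a pseudocount of 1 RPM they were -0.81, -0.59 and -0.82. SRNA6330696 also lost the threshold with edgeR (adjusted p = 0.0804) and with DESeq2 (adjusted p = 0.133). SRNA17287604 and SRNA1208058 passed with both. None of the 6 siRNAs passed with no replicate block (adjusted p = 0.997) or with the paper's test (adjusted p = 0.476 to 0.527).

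A technical explanation is the normalization. The summed RPM of the siRNAs at W12 h was 0.625, 0.754 and 0.973 times that at W0 h in replicates 1, 2 and 3, and the median log2 change of the tested siRNAs was -0.74, -0.60 and 0.003. If a fall in the share of these reads in a library were behind the lower siRNAs, few would stay lower after rescaling, and 4 did, against 112 before. Part of the lower siRNAs may therefore reflect a smaller share of siRNA and miRNA reads in the library. Rescaling moves every siRNA at a time point by about the same amount, upward here, so that some loss of lower siRNAs and some gain of higher ones is built in, and the 3 largest falls were still -1.35, -1.30 and -1.29 after it. The count of higher siRNAs after rescaling therefore decides nothing. Of the 68 siRNAs that passed after rescaling, 45 were among the 153. Without replicate 3, within a single kit, 937 siRNAs passed, 65 higher and 872 lower. Without replicate 1, 6 siRNAs passed, and without replicate 2, 1 passed, with 0 lower in both fits. A comparison across kits was thus not needed for siRNAs to pass. The counts do not decide on the library kit, because falls limited to the kit of replicates 1 and 2 would give this pattern too. A response to light, which the design names, and a part played by the kit both stay open. Whether the change differs between kits was not tested, since 1 replicate stands for 1 of the kits.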

How the results depend on the processing

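The alternatives for siRNAs at W12 h and for genes annotated as pseudogenes, the comparison with W24 h for the median miRNA ratio, those that leave out siRNAs sharing a stretch with a miRNA or phasiRNA, those limited to siRNAs with a sequence in the supplementary table, distinct sequences for phasiRNAs, those limited to siRNAs above 0, and miRNA values scaled to all mapped reads were chosen after seeing the data. The others were preset. Over the counts, medians, distributions and levels reported as main results, 179 values were computed under alternatives: 124 were the same within the limits used (1.5-fold for counts, the replicate SD for values, the side of the threshold for tests), 51 moved, 2 became stronger, 1 weaker and 1 reversed. The levels are those of miR168a-5p and miR396a-5p. For the other single sRNAs, 182 values were computed, of which 139 kept direction and side of the threshold, 37 became weaker, 6 stronger and 0 reversed. Unless a cause is given, the cause was not tested.

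The replicate block matters for the counts. With no replicate block, the number of miRNAs past the adjusted threshold was 0 at W1 h (2 unadjusted), 0 at W3 h (1), 0 at W12 h (10) and 9 at W24 h, and 16 miRNAs were light-regulated at any time point against 107. Light-regulated phasiRNAs numbered 3 against 23, and siRNAs at W12 h 0 (41 unadjusted) against 153. With the paper's test, the adjusted counts of miRNAs were 0 at W1 h (7 unadjusted), 0 at W3 h (10), 1 at W6 h (19), 0 at W12 h (31) and 0 at W24 h (29). The miRNA at W6 h was lower and not the 1 found there with limma. At any time point 67 miRNAs and 3 phasiRNAs passed it unadjusted, although it was run on only 40 to 45 of the 58 phasiRNAs per time point, and of siRNAs at W12 h 0 passed it adjusted (266 unadjusted).

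Across the 3 fits that each left out a replicate, miRNAs past the threshold numbered from 1 to 6 at W6 h, from 1 to 82 at W12 h (main 29) and from 8 to 111 at W24 h (main 73), and light-regulated miRNAs from 58 to 129. The range was from 9 to 21 for phasiRNAs and from 1 to 937 for siRNAs at W12 h. The highest count of each of these came without replicate 3. The lowest came without replicate 2 at W24 h and for siRNAs, and without replicate 1 for light-regulated miRNAs and phasiRNAs, while at W12 h leaving out either gave 1. The log2 change of miR168a-5p at W24 h was from -1.40 to -0.20 and that of miR396a-5p from -0.45 to -0.050. Both were past the threshold only without replicate 3.

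With a pseudocount of 1 RPM the count of miRNAs at W6 h was 2, and with DESeq2 it was 3, against 1. At W12 h edgeR gave 13 miRNAs (10 higher, 3 lower), and each distinct sequence as 1 item gave 12 at W12 h and 44 at W24 h, where fewer items are tested. A minimum of 10 RPM left 88 miRNAs to test, of which 59 were light-regulated. Counts within 1.5-fold hid changes of direction. At W24 h 13 miRNAs were higher and 60 lower in the main analysis, 23 and 33 after rescaling to a median miRNA ratio of 0, 25 and 24 with edgeR, and 31 and 22 with DESeq2. At W12 h rescaling gave 20 miRNAs (9 higher, 11 lower) and DESeq2 27 (16 higher, 11 lower), against 3 higher and 26 lower. Rescaling, edgeR and DESeq2 all set the level of a library from its sRNAs, and the median log2 miRNA change at W24 h went from -0.40 to 0.01, 0.04 and 0.12. Rescaling reversed miR396a-5p at W24 h, with 0.19. Light-regulated phasiRNAs were 13 with each distinct sequence as 1 item, where 46 are tested, 13 after rescaling, 7 with edgeR and 8 with DESeq2.

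For siRNAs at W12 h the counts were 82 with a pseudocount of 0.01 RPM, 71 without a trend, 68 after rescaling (64 higher, 4 lower) and 98 with DESeq2 (90 higher, 8 lower). With edgeR 102 passed (92 higher, 10 lower). With zeros taken as measured 1334 passed, by the construction of the values: a 0 falls in all 3 replicates of a time point together.

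The D between siRNAs with and without a degradome signature was 0.103 in light without siRNAs that have an event and share a stretch with a miRNA or phasiRNA, past the threshold no longer (permutation p = 0.180). This leaves out 52 of 164 siRNAs with an event in light and 22 of 4091 without, and so lowers D by construction. Over the other alternatives D was from 0.130 to 0.456 in light, and over all of them from 0.156 to 0.394 in dark. The difference between miRNAs and siRNAs kept its direction and a p-value of 1e-05, the smallest the resamples can give, under every alternative run. The median log2 miRNA ratio of 0.01 at W3 h became -0.40 at W24 h.

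siRNA cleavage events numbered 89 at a p-value of at most 0.01 and 80 when found in both libraries, against 240. The share of 24-nt siRNAs was 45.7% without siRNAs sharing a stretch with a miRNA or phasiRNA, against 33.2%. Sites in genes annotated as pseudogenes numbered 6 at a p-value of at most 0.01, 14 at a category of at most 1, 12 at category 0, 55 without a minimum of reads and 4 in both libraries, against 30. Stricter criteria lower such counts by construction. With 1 degradome library per condition, no difference between dark and light can be set against a replicate error.

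Not run were the tests of siRNAs at W24 h, the comparisons of miRNA abundance by degradome signature, the counts of miRNA and phasiRNA cleavage events, the comparison of transposable element targets between classes, the mean of the 5 light time points in place of W3 h, and the alternatives of distinct sequences for siRNAs.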

Differences from the paper's values

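With limma, 107 miRNAs were light-regulated at any time point, against the paper's 67. Among the alternatives set before the data were examined, those within 1.5-fold of the paper's count were rescaling (95), a minimum of 10 RPM (59), leaving out replicate 1 (58) or replicate 2 (75), the paper's test (67), edgeR (98), DESeq2 (81) and distinct sequences (75). Those that were not were the pseudocounts of 1 RPM (105) and 0.01 RPM (107), no replicate block (16), no trend (106) and leaving out replicate 3 (129).

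Of the phasiRNAs, 23 were light-regulated, against the paper's 8. Leaving out replicate 1 (9) or replicate 2 (12), edgeR (7) and DESeq2 (8) came within 1.5-fold of the paper's count. The pseudocounts of 1 RPM (25) and 0.01 RPM (22), no replicate block (3), rescaling (13), a minimum of 1 RPM (19), no trend (22), leaving out replicate 3 (21) and the paper's test (3, run on 40 to 45 phasiRNAs per time point) did not. Distinct sequences (13), chosen after seeing the values, did not either.

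The D between siRNAs with and without a degradome signature in dark was 0.240, against the paper's value of about 0.12 in Figure S1, read by eye. Of the preset alternatives, leaving out replicate 3 (0.160) and replicate 3 alone (0.176) came within 1.5-fold, and a p-value of at most 0.01 (0.328), a category of at most 1 (0.240), at least 10 reads (0.262), leaving out replicate 1 (0.228) or replicate 2 (0.261) and a signature from either library (0.190) did not. Leaving out siRNAs that have an event and share a stretch with a miRNA or phasiRNA gave 0.156, within 1.5-fold, and was chosen after seeing the values. It kept 80 of the 113 siRNAs with an event in dark and 4101 of the 4142 without one. The share left out was larger among those with an event, which lowers D by construction.

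The log2 change of miR163 at W3 h was 4.52, against the paper's 5.070049. A pseudocount of 0.01 RPM (4.98) and the paper's test (5.06) came within the larger error, and the others did not, from 3.25 with a pseudocount of 1 RPM to 4.71 without replicate 1. At W12 h it was 5.41, against the paper's 5.963276. There a pseudocount of 0.01 RPM (5.87), rescaling (5.73), the paper's test (5.95), edgeR (6.00) and DESeq2 (5.89) came within it, and the rest did not, from 4.08 with a pseudocount of 1 RPM to 5.59 without replicate 1.

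The paper lists 66 miRNAs as light-regulated in Table 2. All 66 passed the paper's test in the form used here, and 50 of them had an unadjusted p-value under 0.05 in limma. The test was also passed by miR167d, which Table 2 does not list. The paper names miR157d among the miRNAs raised by light. Its adjusted p-value at W24 h was 0.0948 in limma, and it passed the adjusted threshold after rescaling (adjusted p = 0.0120), with edgeR (adjusted p = 0.0146) and with DESeq2 (adjusted p = 0.0005). From sequencing and northern blots, the paper describes miR168 as nearly constant under light, and the blots were not analysed here. In the sequencing, miR168a-5p at W24 h had a log2 change of -0.63 (adjusted p = 0.141 from limma). The change was -1.31 in replicate 1, -1.50 in replicate 2 and 0.90 in replicate 3. The paper places *GRF7* among the *GRF*s with more degradome reads. In dark *GRF7* had 208 reads and *GRF9* 178, and in light *GRF7* had no record while *GRF9* had 86 reads. A missing record does not give the number of reads, so *GRF7* cannot be ranked in light. Table 1 of the paper places *TAS3* outside the position found here, where its 2 phasiRNAs lie between 5862267 and 5862350 on chromosome 3.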

Other observations

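Rescaling of the miRNAs and D over all siRNAs were set before the data were examined. The other tests in this part, and the use of rescaling to weigh an explanation, were chosen after the results they concern were seen.

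For miRNAs, the real split of the 6 libraries was the only 1 of 10 splits with as many miRNAs past the adjusted threshold at W1 h, W3 h, W6 h, W12 h and W24 h alike. Since 10 splits cannot give a share under 0.1, they do not decide. At W24 h another split gave 33 miRNAs. It keeps the libraries of each replicate on opposite sides, as the real one does, and exchanges W0 h and W24 h within a replicate. When the order of the time points was permuted within replicates, 1 of 100 orders, the real one, gave as many as 107 light-regulated miRNAs (median 30, highest 97), and 4 of 100 gave as many as 23 light-regulated phasiRNAs (median 8, highest 24). The counts at any time point are therefore larger than most orders give, although chance alone gives a median of 30 miRNAs and 8 phasiRNAs.

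The miRNAs took a smaller share of the 20–24 nt reads at W24 h than at W0 h, by a factor of 0.577 in replicate 1, 0.524 in replicate 2 and 0.937 in replicate 3. If this fall in the share, carried into RPM by the normalization, were the whole reason for the lower miRNAs at W24 h, none would stay lower after rescaling to a median miRNA ratio of 0. Of miRNAs lower past the threshold, 33 were left, against 60 before, so the tables argue against it as the whole reason, while part of the 60 may rest on it. A response to light stays open as an untested explanation.

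The median miRNA change at W24 h differed between replicates, with -0.71 and -0.49 in replicates 1 and 2 and 0.0417 in replicate 3. The kit may be behind this difference, since replicates 1 and 2 share a kit. With a single replicate of the other kit, the kit and the replicate cannot be told apart, and no other explanation, such as a difference in the seedlings of replicate 3, was tested.

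The siRNA values at W24 h in replicates 2 and 3 were unlike every other library. They correlated with W12 h of the same replicate at -0.037 and 0.010 across siRNAs, whereas replicate 1 did so at 0.86 and the miRNAs at 0.991 to 0.993. Between them the W24 h values of replicates 2 and 3 correlated at 0.479, close to the 0.520 at W12 h. Both list 952 siRNAs at 0, and only 226 of these are at 0 in replicate 1. The tables argue against the values of the listed siRNAs in another order as the whole reason. A changed order would keep the number of zeros, which is equal in the 3 replicates at each of the other 5 time points, but at W24 h it is 1070 in replicate 1 and 952 in replicates 2 and 3. It would also keep the sum of a column, and the siRNAs of replicate 2 summed to 61361 RPM at W24 h, against 21370 to 39199 RPM in the 16 libraries other than these 2, while replicate 3 was within that range with 25238 RPM. Ordering the siRNAs by name or number, forward or reversed, and shifting them by up to 40 places gave correlations of at most 0.074. Whether the columns hold values of siRNAs other than those listed was not tested. The supplementary table holds the same values in all 630 siRNAs compared. Biology is argued against as the source by replicate 1 and by the miRNAs of the same libraries, which followed their W12 h values.

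In the degradome, the light library has 416 records and the dark library 280. Without category 2 the light library has 277, so the larger number in light may come from category 2 records alone, which pass the p-value threshold in light only. All of them carry a p-value of 0.0494, just under the limit of 0.05, and a dark library whose category 2 p-value fell just above the limit would list none of them. The *AGO1* record is of this category and carries that p-value of 0.0494, and so are all 14 records in AT4G06477. For both, a difference between dark and light and the threshold on p cannot be told apart, because the dark records of category 2 are not in the files used here.

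Some siRNAs with a cleavage event share at least 16 nt with a miRNA or 17 nt with a phasiRNA. So do siRNAs without an event: among the 630 whose sequence was taken from the supplementary table, a stretch was shared by 19 of 32 with an event in light and by 116 of 598 without, and in dark by 14 of 31 and 121 of 599. If such siRNAs were the whole reason for the higher abundance of those with an event, the difference would be gone without them. Over all siRNAs, only those with an event were left out, which lowers D by construction. In dark the permutation p was still 0.0390 (D = 0.156), which argues against them as the whole reason there. In light it was 0.180 (D = 0.103), which decides nothing, and the siRNAs that share a stretch may be the reason or not, because the sequences of the other siRNAs without an event were not used here. Among the 630, where those without an event were left out too, D went from 0.455 to 0.456 in light (13 siRNAs with an event left, permutation p = 0.00618) and from 0.394 to 0.375 in dark (17 left, permutation p = 0.0142), which argues against them as the whole reason within this part. The 630 do not speak for the rest, since D over all siRNAs was 0.185 in light and 0.240 in dark. A dependence of cleavage on abundance stays open in both, as does the chance that reads of miRNAs with sequencing errors count as siRNAs, which was not tested.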
